# Targeting MLL Methyltransferases Enhances the Antitumor Effects of PI3K Inhibition in Hormone Receptor–positive Breast Cancer

**DOI:** 10.1158/2767-9764.CRC-22-0158

**Published:** 2022-12-06

**Authors:** Robert B. Jones, Jonathan Farhi, Miranda Adams, Kiran K. Parwani, Garrett W. Cooper, Milica Zecevic, Richard S. Lee, Andrew L. Hong, Jennifer M. Spangle

## Abstract

The high frequency of aberrant PI3K pathway activation in hormone receptor–positive (HR^+^) breast cancer has led to the development, clinical testing, and approval of the p110α-selective PI3K inhibitor alpelisib. The limited clinical efficacy of alpelisib and other PI3K inhibitors is partially attributed to the functional antagonism between PI3K and estrogen receptor (ER) signaling, which is mitigated via combined PI3K inhibition and endocrine therapy. We and others have previously demonstrated chromatin-associated mechanisms by which PI3K supports cancer development and antagonizes ER signaling through the modulation of the H3K4 methylation axis, inhibition of KDM5A promoter H3K4 demethylation and KMT2D/MLL4-directed enhancer H3K4 methylation. Here we show that inhibition of the H3K4 histone methyltransferase MLL1 in combination with PI3K inhibition impairs HR^+^ breast cancer clonogenicity and cell proliferation. While combined PI3K/MLL1 inhibition reduces PI3K/AKT signaling and H3K4 methylation, MLL1 inhibition increases PI3K/AKT signaling through the dysregulation of gene expression associated with AKT activation. These data reveal a feedback loop between MLL1 and AKT whereby MLL1 inhibition reactivates AKT. We show that combined PI3K and MLL1 inhibition synergizes to cause cell death in *in vitro* and *in vivo* models of HR^+^ breast cancer, which is enhanced by the additional genetic ablation of the H3K4 methyltransferase and AKT target KMT2D/MLL4. Together, our data provide evidence of a feedback mechanism connecting histone methylation with AKT and may support the preclinical development and testing of pan-MLL inhibitors.

**Significance:**

Here the authors leverage PI3K/AKT-driven chromatin modification to identify histone methyltransferases as a therapeutic target. Dual PI3K and MLL inhibition synergize to reduce clonogenicity and cell proliferation, and promote *in vivo* tumor regression. These findings suggest patients with PIK3CA-mutant, HR^+^ breast cancer may derive clinical benefit from combined PI3K/MLL inhibition.

## Introduction

Aberrant activation of the PI3K pathway, including mutational activation of the PIK3CA gene that encodes the lipid kinase p110α, is a common event in hormone receptor–positive (HR^+^) cancers (1). The high frequency of PI3K activation, coupled with its essential roles in cell growth, proliferation, and survival, is consistent with preclinical and clinical activity of the p110α-selective PI3K inhibitor alpelisib in HR^+^ breast cancer. As of 2019, alpelisib is FDA approved for the treatment of metastatic PIK3CA-mutant, HR^+^ breast cancers in combination with the estrogen receptor (ER) antagonist fulvestrant (2). Despite this success, preclinical and clinical studies utilizing PI3K inhibitors including alpelisib lack efficacy when used as monotherapies, and resistance remains a common occurrence. Thus, achieving an efficacious response to PI3K inhibition remains an unmet clinical need.

Histones serve an integral role downstream of signaling pathways by supporting posttranslational modifications (PTM) including phosphorylation, acetylation, and methylation (3), which contribute to chromatin state and gene expression. The PI3K effector AKT modulates the activity of enzymes responsible for the reading, writing, and erasure of histone PTMs, which may support tumorigenesis. AKT phosphorylates the H3K27 histone methyltransferase EZH2 (4) and the histone acetyltransferase p300 (5). AKT phosphorylation of the H3K4 demethylase KDM5A (6) and the H3K4 methyltransferase KMT2D (also referred to as MLL2/4; ref. 7) in breast cancer has been shown to modulate promoter H3K4me3 and enhancer H3K4me1, respectively. Dysregulation of H3K4 methylation enhances gene expression to support pro-oncogenic growth and therapeutic resistance, indicating that H3K4 methylation and associated epigenomic regulation may be a critical downstream effector of aberrant PI3K/AKT signaling in breast and other cancers. Clinical studies demonstrate that aggressive breast and other cancers are characterized by elevated H3K4 methylation and that H3K4 trimethylation (H3K4me3) is an indicator of poor patient prognosis (8–10).

While six encoded macromolecular MLL/COMPASS complexes that direct cellular H3K4 methylation are encoded in the human genome (11), AKT-mediated phosphorylation has been shown to regulate the activity of KMT2D/MLL4 (7), which primarily monomethylates enhancers. AKT indirectly increases promoter H3K4me3 through the inactivation of the H3K4 demethylase KDM5A (6), and when coupled with AKT phosphorylation of KMT2D/MLL4, these studies suggest at least two mechanisms by which PI3K/AKT signaling modulates H3K4-driven epigenetic plasticity to contribute to cancer development and therapeutic response. The activity of KDM5A is antagonized by the MLL1 COMPASS complex, which acts on promoters to trimethylate H3K4. Here, we demonstrate that combined therapeutic targeting of PI3K/AKT and the H3K4 methyltransferase MLL1 decreases H3K4me3 to reduce transformative properties of human breast cancer cell lines and tumor growth in murine models, which is further enhanced following genetic loss of KMT2D/MLL4. Collectively, these data suggest that the therapeutic targeting of MLL1- and KMT2D/MLL4-directed H3K4 methylation may be beneficial HR^+^, PIK3CA-mutated, breast cancer. We also uncover a previously uncharacterized feedback loop between MLL1 and AKT, which may suggest PI3K effector activation as a possible mechanism of MLL1 inhibitor resistance.

## Materials and Methods

### Cell Lines, Inhibitors, siRNA Reagents

Authenticated MCF7, T47D, MCF10A, HCC1500, and 293T cells were purchased from ATCC and used for experiments within the first 10 passages. Cultures were checked for *Mycoplasma* every 6 months (Lonza) and cells maintained at 37°C and 5% CO_2_ in RPMI or DMEM + 10% FBS and 1% Pen-Strep. GDC-0941, BYL719, GDC-0032, and GDC-0068 were purchased from Selleck, and MI-136, MI-503, and MM-102 were purchased from Cayman. siRNAs (Silencer Select) were purchased from Invitrogen (Negative control #1, 4390843; siKMT2D, s528766).

### Cell/Tumor Lysis and Immunoblotting

Cells were lysed in immunoprecipitation buffer [20 mmol/L TrisHCl (pH 7.5), 150 mmol/L NaCl, 5 mmol/L MgCl_2_, 1% NP-40] and tumors were lysed in RIPA buffer [10 mmol/L TrisHCl (pH 8.0), 1 mmol/L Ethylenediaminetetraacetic acid (EDTA), 0.1 mmol/L Egtazic acid (EGTA), 1% TritonX-100, 0.1% Sodium Deoxycholate, 0.1% SDS, 140 mmol/L NaCl], supplemented with protease and phosphatase inhibitors. Histones were acid extracted from cells by lysing in triton extraction buffer (TEB; PBS, 0.5% Triton X-100) supplemented with protease inhibitors. Tumors were sonicated (Diagenode) prior to lysis or histone extraction. Cell and tumor lysates were centrifuged 6,500 × *g* and histones were acid extracted from the resulting pellet with 1:1 TEB:0.8 mol/L HCl. Histones were centrifuged and the supernatant precipitated with the addition of an equal volume of 50% tricarboxylic acid, then 12,000 × *g* centrifugation. Histones were washed one time in ice-cold 0.3 mol/L HCl in acetone and two times ice cold in 100% acetone before drying and resuspended in 20 mmol/L Tris-HCl (pH 8.0), supplemented with protease inhibitors. Whole-cell lysate or acid-extracted proteins were separated using SDS-PAGE. Proteins were transferred to nitrocellulose membranes and blocked in tris-buffered saline + 0.1% Tween-20 + 5% milk. Proteins of interest were visualized and quantified after primary antibody incubation (Odyssey, LI-COR). Primary antibodies used were as follows: AKT (Cell Signaling Technology 9272), AKTS473 (Cell Signaling Technology 9271), S6 (Cell Signaling Technology 2217), S6S240/44 (Cell Signaling Technology 2215), LIN28A (Cell Signaling Technology 3978), β-actin (Millipore-Sigma MAB1501), KMT2D/MLL4 (Millipore-Sigma ABE1867), PRUNE2 (Millipore-Sigma HPA031079), H3 (Abcam 1791), H3K4me3 (Abcam 8580), H3K4me2 (Abcam 32356), and H3K4me (Abcam 8895).

### Cell Viability, Apoptosis, and Clonogenic Assays

For resazurin viability assays, 3,000 cells/well were seeded in 96-well plates. The next day, serially diluted inhibitors were added and incubated for 5 days, after which resazurin (Sigma R7017) was added to a final concentration of 0.1 mg/mL and incubated for 5 hours prior to measuring the excitation and/or emission (544/590; Biotek). Cells were reverse transfected (Lipofectamine 3000) with siRNAs according to manufacturer's instructions (Invitrogen) where indicated. To assay for apoptosis, cells were seeded and treated with the indicated inhibitors for 5 days, after which cells were detached using accutase (BioLegend) and stained using Annexin V/propidium iodide following manufacturer's protocol (BioLegend). Cells were kept in the dark until assessment and were analyzed by flow cytometer (BDFACSymphony A3) within 1 hour. To measure cell clonogenicity, 500 cells/well were seeded in a 6-well plate, and treated the following day with the designated inhibitors, and incubated for a total of 19 days with media and inhibitor change every 3–4 days, after which cells were fixed and crystal violet stained. Plates were imaged, destained, and crystal violet quantitated at OD 595 (Biotek).

### Synergy Calculation

Bliss and Loewe synergy scores were calculated in Python using the synergy package: https://pypi.org/project/synergy; source code https://github.com/djwooten/synergy(12).

### Animal Studies and Treatment

A total of 1 × 10^7^ MCF7 cells were resuspended in 50% Matrigel (BD) and injected into the third mammary fat pads of nulliparous NCR nude mice (Taconic) receiving 1 μmol/L β-Estradiol (Sigma) in drinking water, and palpable tumors were measured every 3 days. For the inhibitor studies, mice were treated daily once tumors exceeded 150 mm^3^. Alpelisib (MedChemExpress) was reconstituted in 0.5% methylcellulose (Sigma) and administered by oral gavage (35 mg/kg) once daily prior to tumor isolation and preparation. MI-503 (MedChemExpress) was reconstituted in 25% DMSO, 25% PEG400, and 50% PBS and administered by intraperitoneal injection (30 mg/kg) once daily prior to tumor isolation and preparation. Tumors were isolated and prepared within 3 hours of treatment. All mouse experiments were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee of Emory University School of Medicine.

### IHC

Formalin-fixed, paraffin-embedded prepared tumors were sectioned (Winship Cancer Tissue and Pathology Core) and mounted. Sections were deparaffinized, hydrated, and antigens retrieved with sodium citrate. Following blocking of endogenous peroxidases, sections were blocked and incubated in primary antibody overnight (4°C). Primary antibodies used were as follows: AKTS473 (Cell Signaling Technology 4060), H3K4me3 (Abcam 8580), and Ki67 (Abcam 16667). Sections were washed and incubated in secondary antibody, after which they were incubated with ABC (Vector Labs), DAB developed (Vector Labs), and counterstained with hematoxylin (Vector Labs). Sections were then dehydrated and mounted for imaging (Zeiss Observer A1) and images quantitated using Aperio ImageScope 12.1 (Leica).

### RNA Isolation, Sequencing, and Analysis

T47D cells were treated with 4 μmol/L MI-503 for 24 hours and RNA was isolated using the RNeasy Isolation Kit (Qiagen) according to the manufacturer's instruction. Preparation of RNA library and transcriptome sequencing was conducted by Novogene Co., LTD and transcript abundance was quantified using salmon (Illumina DRAGEN). Differentially expressed genes were identified using DESeq2 and genes with adjusted *P* value < 0.05 and |log2(FoldChange)| > 2 were considered differentially expressed. Gene set enrichment analysis (GSEA) of the preranked gene list was performed using clusterProfiler and fgsea, using the msigdb oncogenic signature gene set.

### CUT&RUN, Sequencing, and Analysis

T47D cells were treated with 4 μmol/L MI-503 for 24 hours after which cells were collected using accutase. CUT&RUN was performed using 200,000 input cells/condition with the CUT&RUN kit (Epicypher), according to the CUTANA CUT&RUN protocol v2.0 (Epicypher). Primary antibodies used were as follows: MLL1 (Epicypher 13-2004) and H3K4me3 (Abcam 8580). CUT&RUN-enriched DNA (5 ng) was used for subsequent library preparation according to manufacturer's instructions (Epicypher, CUTANA CUT&RUN Library Prep Kit). The resulting libraries were used for PE150 sequencing using the Novaseq 6000 platform at a depth of 5 GB/sample by Novogene Co., LTD. Adaptor trimming was performing using Trim Galore version 0.6.7. Sequences were then aligned to the human reference genome GRCh38.p14 using bowtie2 version 2.2.5. Equal amounts of fragmented Escherichia coli (E.coli) spike-in DNA were added to each sample to normalize read depth. Aligned sequences were sorted using samtools version 1.6, and duplicate reads were removed using the Picard Tools version 2.27.4. Heatmaps were generated using deeptools 3.5.1.

### Statistical Analysis

All experiments were performed in three independent experiments unless otherwise noted. Mean ± SEM are reported unless otherwise noted. Statistical significance (*P* < 0.05) of differences between two groups was determined by Student *t* test.

### Data Availability Statement

The data generated in this study are publicly available in the Gene Expression Omnibus at GSE214333.

## Results

### Combined PI3K/MLL1 Inhibition Reduces Breast Cancer Cell Line Clonogenicity Through On-target Activity

Aberrant PI3K/AKT signaling regulates H3K4 methylation through the activity of H3K4-directed enzymes in HR^+^ breast cancer (6, 7) and high H3K4 methylation is associated with poor prognosis in breast and other cancers (8). We postulated that combined PI3K and MLL inhibition may provide additional therapeutic benefit in this context. To assess the effects of combined PI3K/MLL1 inhibition on cell growth, the PI3K-activated (PIK3CA^E545K^-mutant), HR^+^ breast cancer cell line MCF7 was treated with the p110α-selective PI3K inhibitor alpelisib, the MLL1 inhibitor MI-503, or the combination. Combined PI3K and MLL1 inhibition reduced the clonogenicity and cell proliferation compared with either monotherapy (Fig. 1A; Supplementary Fig. S1A). MI-503 is a small-molecule MLL1 inhibitor that disrupts the association between MLL1 and the MLL1 COMPASS complex cofactor Menin, thereby reducing promoter H3K4me3 and subsequent target gene expresion (13). Cells treated with the MLL-Menin inhibitor MI-136 (14) in combination with PI3K inhibitors also exhibit impaired clonogenicity (Fig. 1A). Similar results were observed in cells treated with MLL1 inhibitors in combination with the p110β-sparing PI3K inhibitor taselisib (ref. 15; Fig. 1B) or the pan-PI3K inhibitor pictilisib (ref. 16; Supplementary Fig. S1B). Combined PI3K and MLL1 inhibition also decreased clonogenicity in the HR^+^, PIK3CA^H1047R^-mutant cell line T47D (Fig. 1C and D; Supplementary Fig. S1C). These data suggest that combined PI3K and MLL1 inhibition impairs the clonogenicity in PI3K-activated, HR^+^, breast cancer models.

**FIGURE 1:**
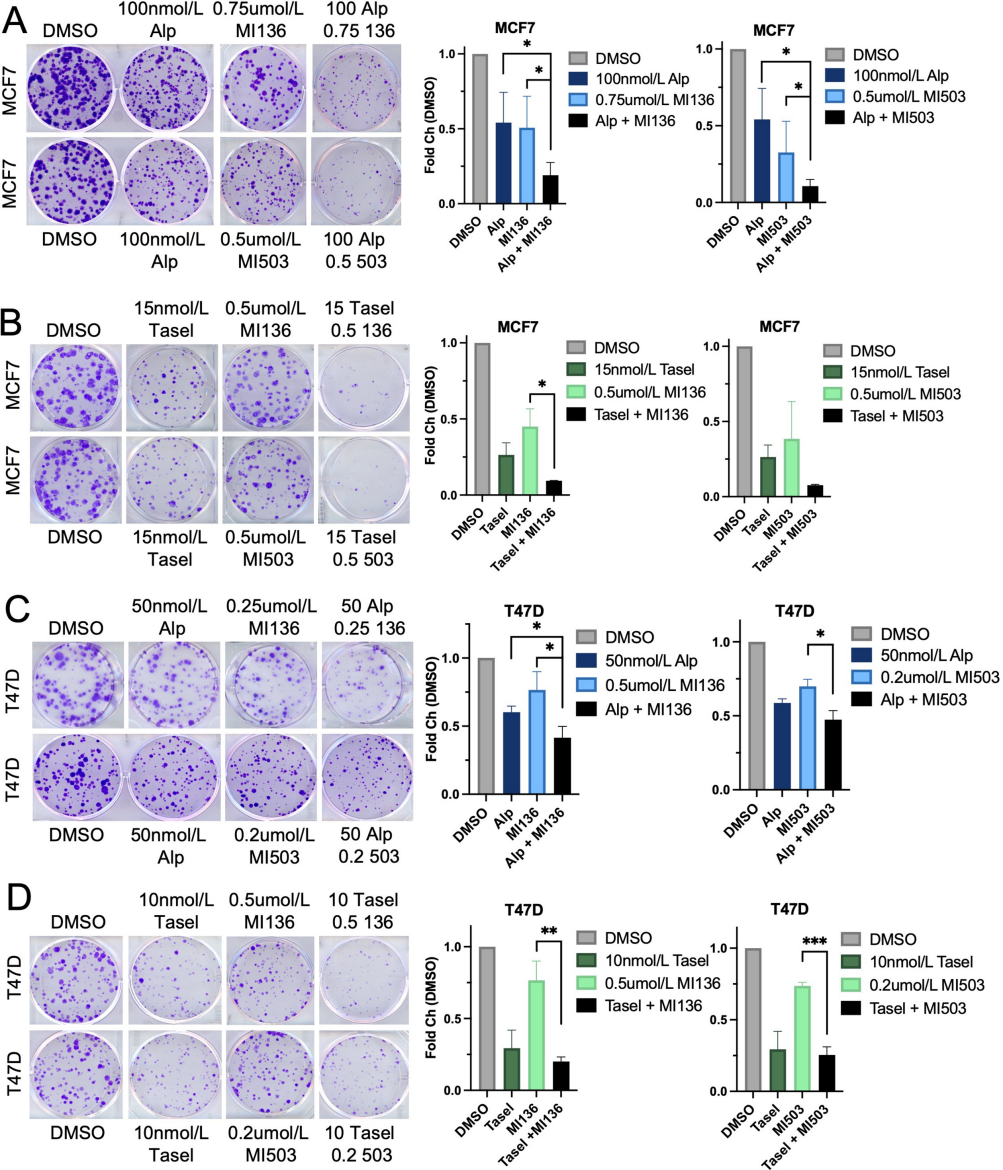
Combined PI3K and MLL1 inhibition reduces clonogenicity of HR^+^, PIK3CA-mutant, breast cancers. **A,** MCF7 breast cancer cells treated with the indicated concentrations of alpelisib, MI-136, MI-503, or DMSO for 19 days before fixation and crystal violet staining. **B,** MCF7 breast cancer cells treated with the indicated concentrations of taselisib, MI-136, MI-503, or DMSO for 19 days before fixation and crystal violet staining. **C,** T47D breast cancer cells treated with the indicated concentrations of alpelisib, MI-136, MI-503, or DMSO for 19 days before fixation and crystal violet staining. **D,** T47D breast cancer cells treated with the indicated concentrations of taselisib, MI-136, MI-503, or DMSO for 19 days before fixation and crystal violet staining. For all experiments, representative images from at least three independent experiments are shown. Data are shown as mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001.

We next determined whether the biological activity of PI3K and MLL1 inhibitors observed is a result of on-target enzymatic inhibition. MCF7 and T47D cells were treated with PI3K and/or MLL1 inhibitors, and PI3K inhibition with alpelisib reduced effector signaling as indicated by a decrease in phosphorylated AKT (Fig. 2A; Supplementary Fig. S2A) and MLL inhibition modestly reduced H3K4 methylation (Fig. 2B; Supplementary Fig. S2B). Similar results were observed with the PI3K inhibitors taselisib and pictilisib (Supplementary Fig. S2C and S2D). Combined PI3K and MLL1 inhibition reduced H3K4 methylation and was detectable as early as 96 hours (Supplementary Fig. S2E). These results are similar to MLL1-inhibitor monotherapy-directed loss of H3K4 methylation, which was also detected at later timepoints such as 96 hours (Fig. 2B) and is consistent with the time required to detect global changes to histone PTMs in response to chemical inhibition (6). Both MLL1 genomic promoter occupancy (Fig. 2C) and promoter-associated H3K4me3 (Fig. 2D) is reduced following MLL1 inhibition for 24 hours, suggesting on-target activity of the MLL1 inhibitor MI-503. These data support the hypothesis that the reduction of H3K4me3 associated with MLL1 inhibition is a result of a loss of MLL1 binding and subsequent methylation.

**FIGURE 2:**
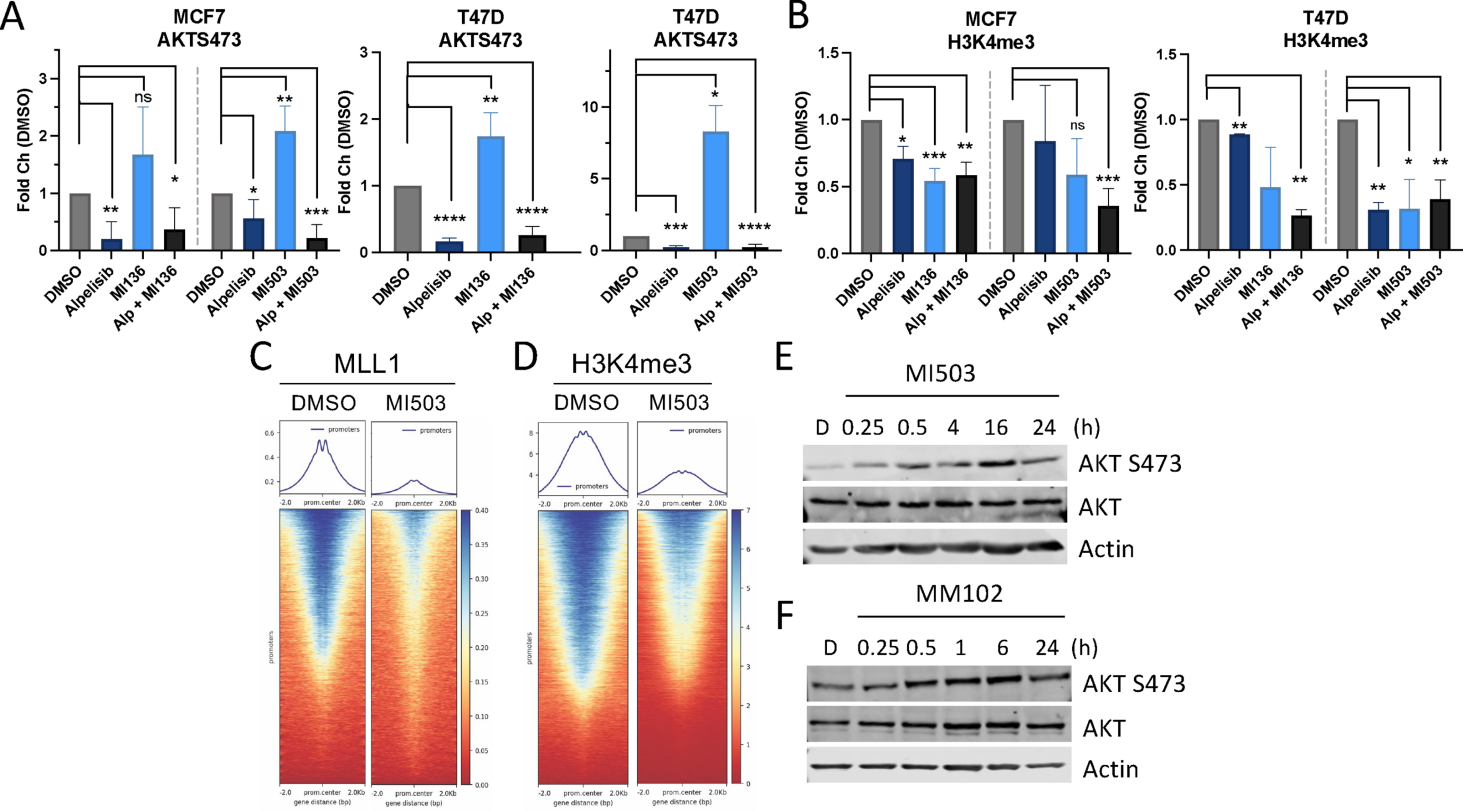
MLL1 inhibition suppresses H3K4 methylation in HR^+^, PIK3CA-mutant, breast cancers. **A,** Protein quantification for MCF7 or T47D breast cancer cells treated with alpelisib (1 μmol/L), MI-136 (4 μmol/L), MI-503 (4 μmol/L), or DMSO for 24 hours prior to protein extraction. Lysates were immunoblotted for the indicated antibodies. **B,** Protein quantification for MCF7 or T47D breast cancer cells treated with alpelisib (1 μmol/L), MI-136 (4 μmol/L), MI-503 (4 μmol/L), or DMSO for 96 hours prior to acid extraction of histones. Lysates were immunoblotted for the indicated antibodies. Gene metanalysis and promoter heatmap centered ±2 kb around transcriptional start sites in T47D cells treated with DMSO or 4 μmol/L MI-503 for 24 hours prior to MLL1 (**C**) and H3K4me3 (**D**) CUT&RUN. *n* = 2 independent experiments, representative plot shown. **E,** T47D cells treated with 4 μmol/L MI-503 for the indicated times and then lysates prepared. Lysates were immunoblotted for the indicated antibodies. **F,** T47D cells treated with MM102 (6 μmol/L) for the indicated time and then lysates prepared. Lysates were immunoblotted for the indicated antibodies.

### MLL Inhibition Induces Feedback Activation of AKT Signaling

Unexpectedly, MLL inhibition in PI3K-activated cancer cell line models increased PI3K effector signaling as indicated by increased AKT phosphorylation, which was abrogated with combined PI3K and MLL inhibition (Fig. 2A; Supplementary Fig. S2A–S2C). The detected increase in effector signaling following MLL1 monotherapy suggests the presence of a feedback loop between MLL and AKT. The MLL1 inhibitor–mediated increase in AKT phosphorylation was detected as early as 15 minutes, and was sustained for at least 24 hours (Fig. 2F). To test whether the ability of MLL1 inhibition to enhance PI3K effector activity is due to on-target inhibitor activity, we treated T47D cells with MLL1 inhibitors that function through disparate mechanisms of action and found that disruption of MLL1 interaction with the MLL1/COMPASS cofactor WDR5 through the peptidomimetic compound MM102 (17) increased AKT phosphorylation (Fig. 2G). These data suggest a functional relationship between PI3K/AKT signaling and MLL methyltransferases which may support their combined inhibition.

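KMT2A, which encodes MLL1, was expressed at 87.5 ± 34.2 CPM (reads scaled to library size; SD, n = 3) in libraries labelled DMSO and at 103 ± 34.4 CPM (SD, n = 3) in libraries labelled MI-503, a log2 fold change of 0.24 (standard error 0.30, adjusted p = 0.511 from edgeR's quasi-likelihood test). MEN1, which encodes menin, rose from 58.7 ± 14.5 to 142 ± 12.2 CPM (SD, n = 3 each), a log2 fold change of 1.27 (standard error 0.19, adjusted p = 0.000265 from the same edgeR test). T47D is a hormone receptor–positive breast cancer cell line, and MI-503 is a small molecule that blocks the binding of menin to MLL1. Here and in the passages below, genes that rose or fell differed between the labels. Any effect of MI-503 is confounded with a difference between the groups of libraries. With the DMSO label, the estrogen receptor gene ESR1 was at most 0.19 CPM and the prostate marker KLK3 was at 3708 CPM. Those libraries may therefore not come from luminal breast cells.
Markers of luminal breast cells and of prostate cells, listed before the data were examined, moved in opposite directions. Of 22 luminal breast markers measured, 21 were higher in the libraries labelled MI-503 and 1 did not pass the test, with the same counts when adjusted over the list alone. The median level of this list was 24.1 CPM with the DMSO label and 880 CPM with the MI-503 label (limma's camera, adjusted p = 7.53e-10 over 31 lists; adjusted p = 0.228 with an estimated correlation). Of 19 prostate markers, 17 were lower, 1 was higher and 1 did not pass the test, again with the same counts when adjusted over the list alone. Their median level was 162 CPM with the DMSO label and 0.571 CPM with the MI-503 label (camera, adjusted p = 1.81e-08; adjusted p = 0.0841 with an estimated correlation). Of 20 widely used reference genes, 9 were higher, 4 were lower and 7 did not pass the test (the same when adjusted over the list alone; camera, adjusted p = 0.662). Among them, GAPDH had a log2 fold change of −1.70.

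**Figure D1:**
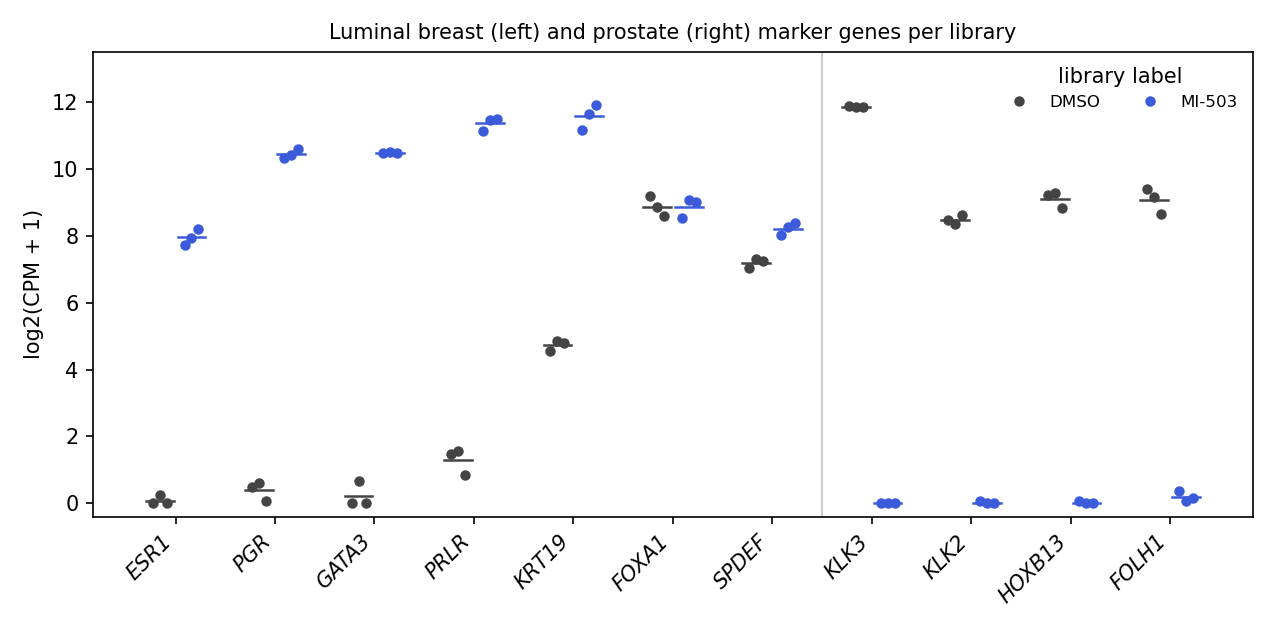
Levels of 11 marker genes, as log2(CPM + 1), in each of the 3 libraries labelled DMSO and the 3 labelled MI-503; each dot is 1 library and each bar the mean of 3. PGR lies at 0.05 to 0.53 CPM with the DMSO label and at 1278 to 1533 CPM with the MI-503 label, while FOXA1 has means of 474 and 472 CPM.

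RNA was taken after 24 hours with DMSO or with 4 μmol/L MI-503, and the 3 libraries of each label come from independent experiments (Fig. 3). Libraries were prepared and sequenced by Novogene, and the authors quantified transcripts in each library with salmon. The salmon values, which are estimated read counts with no normalization, were summed here to genes, and genes were tested with edgeR after TMM scaling and its filter on low counts, which kept 16442 genes. The libraries labelled DMSO held 21687991, 19798053 and 21165491 reads, and those labelled MI-503 held 22168525, 19922625 and 17404736. A gene without reads in a group was set to a floor of 3 reads over the group, 0.0464 CPM for DMSO and 0.0531 CPM for MI-503, and this floor covers counting error only. Bounds on the fold use reads pooled over each group, so they can differ slightly from the printed mean CPM divided by the floor. Across genes, which are not independent replicates, log2(CPM + 1) had a Pearson correlation of 0.974 to 0.992 between libraries of 1 label and of 0.758 to 0.778 between libraries of different labels. With counts simulated for 3 against 3 libraries, 97.9% of genes changed by a log2 fold change of 3 were recovered, against 41.4% of those changed by 1. Only 200 genes were changed in that simulation, while 10338 of 16442 genes passed the test at any fold here. The simulated recovery therefore need not hold for these data.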

To provide mechanistic insight into how MLL inhibition remodels chromatin to alter gene expression to support AKT activation, we performed RNA sequencing (RNA-seq) on T47D cells treated with the MLL inhibitor MI-503 for 24 hours. Expression of more than 2,400 genes was upregulated following MLL inhibition, including genes involved in upstream receptor tyrosine kinase signaling (*FGFR2*, *ERBB4*, *IGFBP4*), and PI3K/RAS signaling (*PIK3CA*; Fig. 3A). 

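IGFBP4, which binds insulin-like growth factors, rose from 0.241 ± 0.379 CPM in the libraries labelled DMSO to 1022 ± 66.3 CPM in those labelled MI-503 (SD, n = 3 each), a log2 fold change of 12.06 (standard error 0.62, adjusted p = 2.1e-07 from edgeR). It was at 0, 0.68 and 0.05 CPM in DMSO replicates 1, 2 and 3. Without DMSO replicate 2 its log2 fold change was 15.1, so the standard error understates the uncertainty of the fold. FGFR2, a fibroblast growth factor receptor on chromosome 10 of GRCh38 from 121478332 to 121598458, rose from 1.74 ± 0.507 to 64.1 ± 2.83 CPM (SD, n = 3 each), a log2 fold change of 5.20 (standard error 0.24, adjusted p = 1.15e-07 from edgeR). ERBB4, a receptor of the EGFR family on chromosome 2 from 211375717 to 212538841, had no reads with the DMSO label and 42.2 ± 7.67 CPM (SD, n = 3) with the MI-503 label, at least 920.1-fold higher (adjusted p = 3.85e-07 from edgeR). PIK3CA, the catalytic PI3K subunit p110α, on chromosome 3 from 179148114 to 179240093, rose from 14.8 ± 5.20 to 101 ± 12.7 CPM (SD, n = 3 each), a log2 fold change of 2.77 (standard error 0.26, adjusted p = 1.3e-05 from edgeR).
In all, 2065 of 16442 genes were higher at an adjusted p under 0.05 and a log2 fold change over 2. At any fold, 5208 genes were higher and 5130 were lower. Among the protein-coding genes with the largest fitted rises were KRT23, EHD2, CLIC6, ACOT4, SLFN13, AS3MT, ITPRIPL2 and CA8, none of which had a read in the libraries labelled DMSO. KRT23, a type I keratin, reached 120.4 ± 28.6 CPM (SD, n = 3), at least 2562-fold higher. HOXB2, ARHGEF28 and RASAL1, which Fig. 3A also names, had log2 fold changes of 7.86, 4.09 and 6.04.
Of 35 receptor tyrosine kinases measured, 17 were higher, 14 were lower and 4 did not pass the test, with the same counts when adjusted over the list alone. FLT4, ROR2 and MST1R rose by log2 fold changes of 5.46, 7.51 and 6.33, and EGFR fell by 4.63 on the log2 scale. The list's median log2 fold change was 0.24 (camera, adjusted p = 0.533; adjusted p = 0.977 with an estimated correlation). With limma's fry, which does not compare the list with other genes, the adjusted p was 0.00253, while the other alternatives gave 0.417 to 0.977.
Beside these genes, the estrogen receptor gene ESR1 rose from 0.0646 ± 0.112 to 249 ± 43.6 CPM (SD, n = 3 each), a log2 fold change of 11.83 (standard error 0.49, adjusted p = 6.17e-08 from edgeR).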

More than 2,400 downregulated genes were also identified in the MLL1 inhibitor treatment group (Fig. 3A), which is consistent with the reduction of promoter H3K4me3 and subsequent downregulation of gene expression functioning as the predominant mechanism of action for MLL inhibitors (18). 

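KLK3, which encodes prostate-specific antigen, was at 3708 ± 47.9 CPM (SD, n = 3) in the libraries labelled DMSO and had no reads in those labelled MI-503, at least 69790-fold lower (adjusted p = 2.8e-08 from edgeR). Of the 10 protein-coding genes with the largest fitted falls, 2 are not named here, and the others included GPX1, PRKD1, KIF1A, ACKR3 and FNDC10. GPX1, a glutathione peroxidase, fell from 240.3 ± 49.5 CPM (SD, n = 3) to no reads, at least 4505-fold lower, and KIF1A, a neuronal kinesin, from 153 ± 8.46 CPM (SD, n = 3) to no reads, at least 2873-fold lower. HOXB13, a homeobox gene of the prostate, fell from 552 ± 90.02 CPM (SD, n = 3) to 1 read over the 3 libraries labelled MI-503, a ratio of 31090 with a 95% counting interval of 5580 to 1228000. In all, 1930 genes were lower at an adjusted p under 0.05 and a log2 fold change under −2, of which 1242 are protein-coding.
Of 24 HOX and MEIS genes measured, which include known targets of MLL1 and menin in leukemia, 13 were higher, 7 were lower and 4 did not pass the test (14 higher and 7 lower when adjusted over the list alone). HOXC10 rose by a log2 fold change of 9.99 (standard error 0.46, adjusted p = 1.15e-07 from edgeR). HOXC11 rose from 1 read over 3 libraries to 44.4 ± 4.36 CPM (SD, n = 3), a ratio of 2880 with a 95% counting interval of 516.8 to 113700. The median log2 fold change of the HOX and MEIS list was 1.71 (camera, adjusted p = 0.22; adjusted p = 0.756 with an estimated correlation; fry, adjusted p = 0.00128; 0.167 to 0.37 in the other alternatives).
Of 26 genes of COMPASS complexes and other H3K4 enzymes, 8 were higher, 4 were lower and 14 did not pass the test (7 higher and 4 lower when adjusted over the list alone; median log2 fold change 0.02; camera, adjusted p = 0.919). SMYD2, a lysine methyltransferase, rose by a log2 fold change of 3.62, KDM5C, an H3K4 demethylase, rose by 1.21, and WDR82, a subunit of the SETD1 complexes, fell by 0.98 on the log2 scale. KMT2B, KMT2D, WDR5 and KDM5A had log2 fold changes of 0.67, 0.19, −0.12 and 0.31, with adjusted p = 0.0747, 0.534, 0.573 and 0.244 from edgeR. KMT2B passed the test with DESeq2 (adjusted p = 0.0479), with no filter on low counts (0.0043) and without DMSO replicate 3 (0.00441), in a range of 0.0043 to 0.334 over its alternatives, and KDM5A passed without DMSO replicate 1 (0.0334, in a range to 0.896).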

MLL inhibition significantly dysregulated the expression of biological pathways and processes, including upregulation of ERBB2, RAS, RAF, mTOR, and AKT, which promote AKT and AKT effector activation (Supplementary Fig. S3A). 

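PREX1 and GAB2, which activate and relay PI3K signaling, and PIK3CA were among the risers of a list of PI3K-AKT activators fixed beforehand, and PIK3CD, the p110δ subunit, was among its falls. GAB2 rose from 4.13 ± 0.832 to 188 ± 32.5 CPM (SD, n = 3 each), a log2 fold change of 5.50 (standard error 0.23, adjusted p = 6.67e-08 from edgeR). PIK3CD fell from 75.02 ± 5.40 to 2.56 ± 0.364 CPM (SD, n = 3 each), a log2 fold change of −4.87 (standard error 0.20, adjusted p = 5.58e-08 from edgeR). Of the 20 activators measured, 10 were higher, 6 were lower and 4 did not pass the test, also when adjusted over the list alone (median log2 fold change 0.43; camera, adjusted p = 0.533). Fry gave an adjusted p of 0.0107 for this list, and the other alternatives gave 0.31 to 0.977.
Of 21 activators of the RAS, RAF and MAPK cascade, 9 were higher, 8 were lower and 4 did not pass the test, also when adjusted over the list alone. The kinase gene ARAF rose by a log2 fold change of 1.62 and the scaffold gene SHOC2 by 1.16, while the RAL exchange factor genes RGL1 and RALGDS fell by 2.60 and 1.03 on the log2 scale. The median log2 fold change of the list was −0.18, its mean was 0.09 and camera's direction was up (adjusted p = 0.94). Of 23 genes of the mTORC1 and amino acid response, 8 were higher, 9 were lower and 6 did not pass the test, also when adjusted over the list alone. ALDH1L2, of mitochondrial folate metabolism, rose by a log2 fold change of 6.78, PSAT1, of serine synthesis, fell by 5.55 on the log2 scale, and ATF5, a stress-response transcription factor, fell by 1.48. The median of this list was 0.02, its mean was 0.04 and camera's direction was down (adjusted p = 0.926). ERBB2 itself, named here after its values were seen, was at 244 CPM with the DMSO label and 241 CPM with the MI-503 label (log2 fold change −0.01, standard error 0.22, adjusted p = 0.963 from edgeR).

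**Figure D2:**
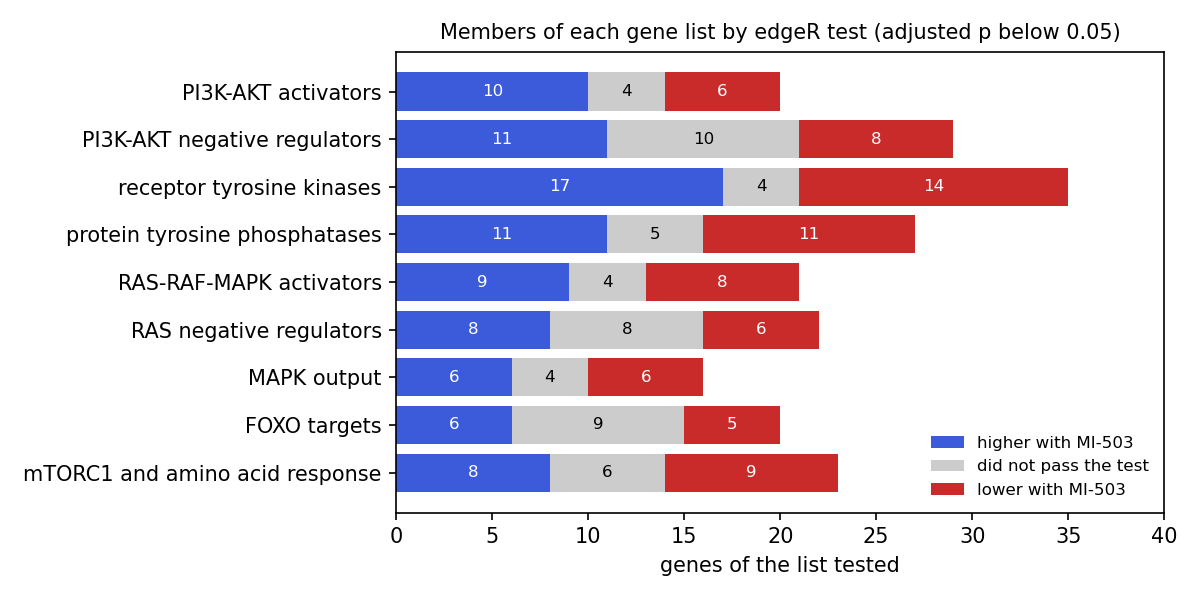
Number of measured genes of 9 lists that were higher, lower or not past the test in the libraries labelled MI-503 against those labelled DMSO (edgeR, adjusted p under 0.05). Of the PI3K-AKT activators 10 were higher and 6 lower, and of the protein tyrosine phosphatases 11 were higher and 11 lower.

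The oncogenic signature sets that the paper used for its enrichment analysis were not used here, so the lists name pathway members and not signature genes. Beside these lists, the prolactin receptor gene PRLR, a luminal breast marker, rose from 1.51 ± 0.601 to 2628 ± 352 CPM (SD, n = 3 each).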

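KRT7 and MUC1, which encode a keratin and a mucin of simple epithelia, were below 1 CPM on average in the libraries labelled DMSO and at 165 ± 30.1 and 318 ± 61.1 CPM (SD, n = 3 each) in those labelled MI-503. They belong to the genes shown for the AKT and ERBB2 sets (Fig. 3C), which the study chose on these same samples, so their directions are not independent evidence. Of the 20 genes shown for the AKT set, 17 were higher, with log2 fold changes from 2.10 upward, and PSCA, TESC and PDK1 were lower, with log2 fold changes from −3.59 to −5.35. SYT8 had no reads with the DMSO label and 35.8 ± 6.56 CPM (SD, n = 3) with the MI-503 label, at least 781.5-fold higher. PDK1, a kinase that restrains pyruvate dehydrogenase, fell from 105 ± 32.1 to 8.74 ± 1.11 CPM (SD, n = 3 each), a log2 fold change of −3.59 (standard error 0.25, adjusted p = 1.85e-06 from edgeR). The highest adjusted p of the 20 genes was 0.000142.
Of the 20 genes shown for the ERBB2 set, 15 were higher, with log2 fold changes from 3.15 upward, and PLPP1, MAOA, LIMCH1, PLEKHB1 and TSPAN1 were lower, with log2 fold changes from −2.88 to −9.53. CYP1B1, an enzyme that hydroxylates estrogens, went from 3 reads over 3 libraries to 311 ± 36.9 CPM (SD, n = 3), a ratio of 6754 with a 95% counting interval of 2311 to 32750. The monoamine oxidase gene MAOA fell from 213 ± 27.8 to 0.277 ± 0.107 CPM (SD, n = 3 each), a log2 fold change of −9.53 (standard error 0.27, adjusted p = 1.43e-08 from edgeR). EDN1 and BACE2 are shown for both sets and rose by log2 fold changes of 8.83 and 7.06. The highest adjusted p among these 20 genes was 1.07e-06. When adjusted over either set of 20 alone, all of its genes passed the test.
Of 24 markers of simple epithelium, fixed before the data were examined and including KRT7 and MUC1, 16 were higher, 3 were lower and 5 did not pass the test, also when adjusted over the list alone (median log2 fold change 1.79). Camera gave an adjusted p of 0.000128 (adjusted p = 0.255 with an estimated correlation). KRT19, a keratin of this list, rose from 25.5 ± 2.85 to 3100.0 ± 795 CPM (SD, n = 3 each). PSCA encodes prostate stem cell antigen and is also 1 of the prostate markers.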

GSEA further demonstrated that MLL inhibition significantly upregulates the expression of AKT and ERBB2 pathway genes (Fig. 3B and C; Supplementary Fig. S3B). 

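TMEM30B, a subunit of phospholipid flippases on chromosome 14 of GRCh38 from 61277370 to 61281761, had no reads in the 3 libraries labelled DMSO and 114.7 ± 4.40 CPM (SD, n = 3) in those labelled MI-503, at least 2474-fold higher (adjusted p = 5.86e-08 from edgeR). LIN28A, an RNA-binding protein that blocks the maturation of let-7 microRNAs, lies on chromosome 1 from 26410817 to 26429728. It also went from no reads to 114.7 ± 12.6 CPM (SD, n = 3), at least 2458-fold higher (adjusted p = 7.98e-08 from edgeR). PREX1, a guanine nucleotide exchange factor for RAC on chromosome 20 from 48624252 to 48827999, rose from 0.142 ± 0.145 to 794 ± 121 CPM (SD, n = 3 each), a log2 fold change of 12.41 (standard error 0.45, adjusted p = 3.12e-08 from edgeR). On the scale of DESeq2's normalized counts, the means in the libraries labelled MI-503 were 15900 for PREX1, 2296 for LIN28A, 2293 for TMEM30B and 842 for ERBB4, and the mean of PREX1 with the DMSO label was 2.84.
LIN28A belongs to a list of embryonic and germ cell markers fixed before the data were examined, of which 7 were measured. It was the 1 member that was higher, while 4 were lower and 2 did not pass the test (5 lower when adjusted over the list alone). MAGEA3 and MAGEA6, cancer-testis antigens, fell by 8.53 and 6.68 on the log2 scale. The median log2 fold change of the list was −6.68, or −4.50 with genes at 0 in a group set to their bound (camera, adjusted p = 0.171; fry, adjusted p = 0.00618). Beside these genes, the luminal breast marker PIP rose from 0.510 ± 0.253 to 1149 ± 183 CPM (SD, n = 3 each) and TFF1, an estrogen receptor target, from 1.16 ± 0.153 to 88.2 ± 13.9 CPM (SD, n = 3 each).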

RNA-seq specifically detected increased expression of genes that positively regulate PI3K/AKT signaling, including phospholipid transport proteins (*TMEM30b*), receptor tyrosine kinases (*ERBB4*), and an RNA-binding protein that activates PI3K signaling via blocking expression of the tumor suppressor miRNA let7 (*LIN28A*; Fig. 3D). Alternatively, MLL1 inhibition downregulates PI3K negative regulators including tyrosine phosphatases, and suppressors of RAS signaling (*PRUNE2*, *RIPOR2*; Fig. 3E). 

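PRUNE2, on chromosome 9 of GRCh38 from 76611376 to 76906114, was at 348 ± 131 CPM (SD, n = 3) in the libraries labelled DMSO and had no reads in those labelled MI-503, at least 6568-fold lower (adjusted p = 5.15e-07 from edgeR). RIPOR2, on chromosome 6 from 24804282 to 25042170, was at 68.9 ± 18.8 CPM (SD, n = 3) and also fell to no reads, at least 1301-fold lower (adjusted p = 5.18e-07 from edgeR). Both belong to a list of 22 measured negative regulators of RAS, of which 8 were higher, 6 were lower and 8 did not pass the test, also when adjusted over the list alone (median log2 fold change −0.23; camera, adjusted p = 0.926). RASSF2, a RAS-binding protein, fell from 11.1 ± 1.65 CPM (SD, n = 3) to no reads, at least 209-fold lower, and RASAL1, a RAS GTPase-activating protein of this list, was higher.
The receptor tyrosine phosphatase gene PTPRG fell from 41.01 ± 13.3 CPM (SD, n = 3) to 1 read over the 3 libraries labelled MI-503, a ratio of 2321 with a 95% counting interval of 416.5 to 91660 (adjusted p = 1.96e-07 from edgeR). PTPRM fell from 15.1 ± 2.15 CPM (SD, n = 3) to 2 reads, a ratio of 428 with an interval of 118 to 3531 (adjusted p = 1.27e-06 from edgeR). PTPRR fell from 17.4 ± 4.46 CPM (SD, n = 3) to 3 reads, a ratio of 326 with an interval of 112 to 1580 (adjusted p = 8.21e-07 from edgeR). Of 27 protein tyrosine phosphatases measured, 11 were higher, 11 were lower and 5 did not pass the test (12 higher and 11 lower when adjusted over the list alone). PTPN14 rose by a log2 fold change of 2.65. The median log2 fold change of the list was 0.14, its mean was −1.08 and camera's direction was down (adjusted p = 0.926).
Of 29 negative regulators of PI3K and AKT, 11 were higher, 8 were lower and 10 did not pass the test, also when adjusted over the list alone. SESN3, a sestrin, fell from 102 ± 51.0 CPM (SD, n = 3) to no reads, at least 1911-fold lower, while the inositol phosphatase genes SYNJ2 and INPPL1 and the PP2A subunit gene PPP2R5A rose by log2 fold changes of 2.27, 1.80 and 1.57. The list's median log2 fold change was 0.25, its mean was −0.15 and camera's direction was up (adjusted p = 0.812). Beside these falls, the prostate marker KLK2 went from 355 ± 35.6 CPM (SD, n = 3) to 1 read, a ratio of 20100 with a 95% counting interval of 3607 to 793800.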

MLL1 inhibition further increases LIN28A protein detection (Fig. 3F) and decreases PRUNE2 protein levels (Fig. 3G). MLL1 inhibition reduces both H3K4me3 and MLL1 association with the *PRUNE2* promoter (Supplementary Fig. S3C), suggesting that loss of PRUNE2 expression may contribute to the observed increase in AKT phosphorylation following MLL1 inhibition. Collectively, these data demonstrate MLL inhibition promotes the activation of AKT signaling possibly through the presence of a feedback loop downstream of MLL and upstream of AKT.

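MYC and IER3, which the MAPK cascade induces in many cells, moved in opposite directions. MYC fell from 339.9 ± 104.6 to 25.9 ± 9.42 CPM (SD, n = 3 each), a log2 fold change of −3.71 (standard error 0.32, adjusted p = 6.13e-06 from edgeR), and IER3 rose by a log2 fold change of 7.57 (standard error 0.35, adjusted p = 1.16e-07 from edgeR). Of 16 genes of MAPK output measured, 6 were higher, 6 were lower and 4 did not pass the test, also when adjusted over the list alone (median log2 fold change 0.27; camera, adjusted p = 0.919; fry, adjusted p = 0.0106; 0.597 to 1 in the other alternatives). EPHA4, an ephrin receptor of this list, went from no reads with the DMSO label to 8.65 ± 1.82 CPM (SD, n = 3) with the MI-503 label, at least 184-fold higher, and EPHA2 fell by 2.17 on the log2 scale.
FOXO transcription factors are held out of the nucleus by AKT. Of 20 of their targets, 6 were higher, 5 were lower and 9 did not pass the test, also when adjusted over the list alone. The ubiquitin ligase gene FBXO32 rose from 3.31 ± 1.51 to 48.7 ± 1.22 CPM (SD, n = 3 each), a log2 fold change of 3.88 (standard error 0.33, adjusted p = 5.65e-06 from edgeR), and ERBB3 and CITED2 each rose by 2.01. The sestrin gene SESN3 is among the targets that were lower. The median log2 fold change of this list was −0.42, its mean was −0.54, and camera's direction was down (adjusted p = 0.926) and fry's was up (adjusted p = 0.82). Beside these lists, the luminal breast marker GATA3 was at 0 to 0.58 CPM in the libraries labelled DMSO and at 1414 to 1444 CPM in those labelled MI-503.
The paper's data also include AKT phosphorylation (Fig. 2 and Supplementary Fig. S2) and LIN28A and PRUNE2 protein (Fig. 3F and G). They further include H3K4me3 and MLL1 at the PRUNE2 promoter (Supplementary Fig. S3C). From its data taken together, the paper concludes that MLL inhibition activates AKT signaling. It proposes a feedback loop downstream of MLL and upstream of AKT as a possible route.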

**FIGURE 3:**
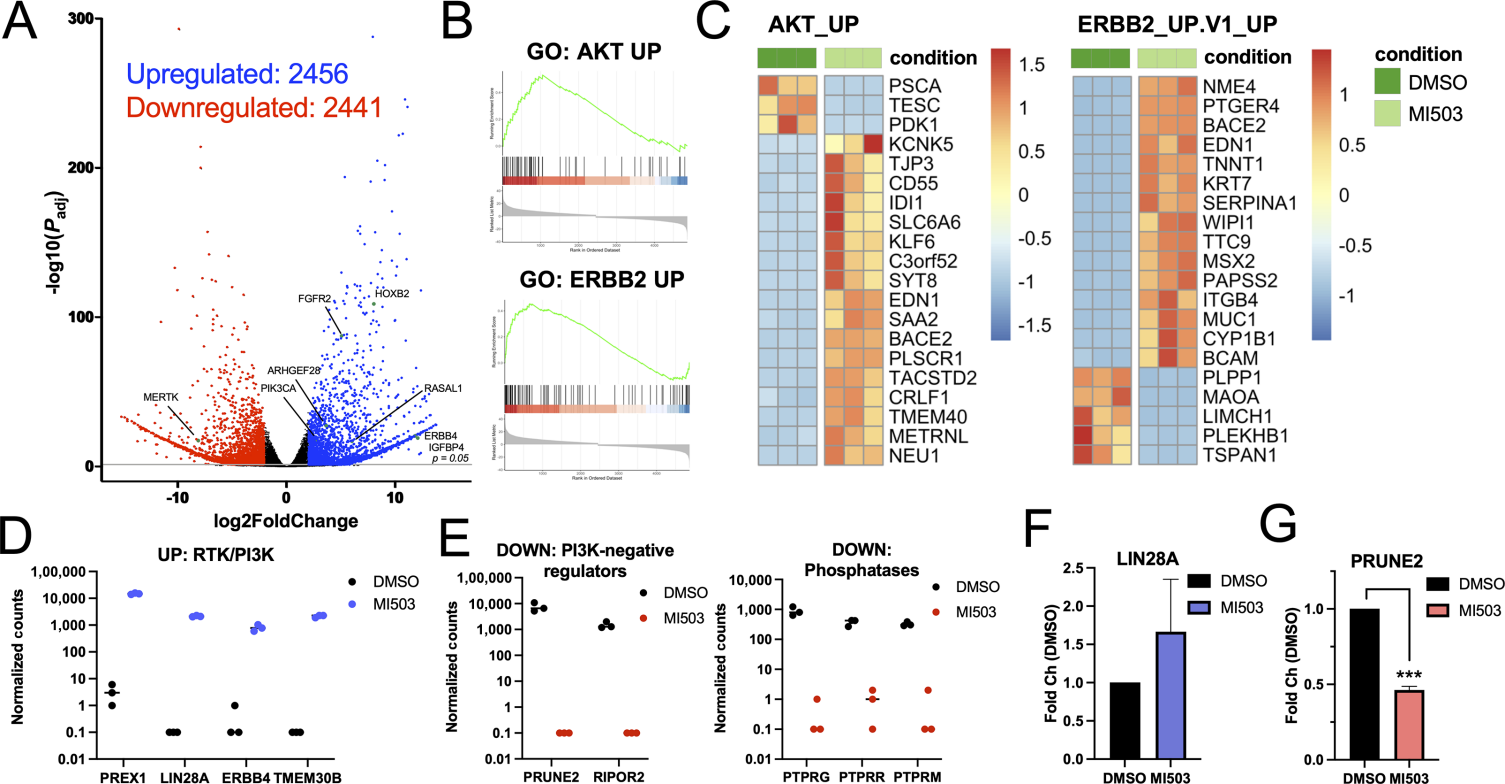
MLL1 inhibition hyperactivates AKT through a feedback loop. **A,** Volcano plot of statistical significance (*P* = 0.05) against fold change between T47D cells treated with control (DMSO) and MI-503 (4 μmol/L) for 24 hours. **B,** GSEA depicting GO classifications of differentially expressed gene sets between the DMSO and MI-503 cohorts shown in **A**. **C,** Heatmaps representing the top 20 differentially expressed genes from gene ontology (GO) classifications shown in **B**. Normalized expression of PI3K-activating, upregulated genes (**D**) and normalized expression of PI3K-suppresive, downregulated genes (**E**) from *n* = 3 independent experiments (**A**). T47D cells treated with control (DMSO) or 4 μmol/L MI-503 for 24 hours. Lysates were immunoblotted for the indicated antibodies. *n* = 2 (**F**) and 3 (**G**) independent experiments.

### Combined PI3K/MLL1 Inhibition Synergizes to Reduce Viability by Enhancing Apoptosis *In Vitro*

A major limitation of clinical PI3K inhibition is the lack of apoptotic induction that leads to tumor clearance, as PI3K monotherapy is primarily associated with a cytostatic effect induced by G_1_ arrest (19). To determine whether combined PI3K/MLL1 inhibition overcomes PI3K inhibitor–induced cytostasis, we treated PI3K-activated, HR^+^ breast cancer cells with the PI3K inhibitor alpelisib, the MLL1 inhibitor MI-503, or the combination, and evaluated cellular viability. Combined PI3K and MLL inhibition reduced cell viability in multiple PI3K-activated breast cancer models (Fig. 4A and B), which was confirmed with additional PI3K and MLL1 inhibitors (Supplementary Fig. S4A). Dual PI3K/MLL inhibition selectively reduced the viability of PIK3CA-mutated, HR^+^ breast cancer cell lines, as the viability of both the PI3K pathway wildtype, HR^+^ breast cancer cell line HCC1500 and the normal breast cell line MCF10A remained unchanged (Supplementary Fig. S4B and S4C). We next aimed to determine whether PI3K and MLL1 combination therapy is synergistic, as synergistic regimens potentially maximize therapeutic effects while minimizing off-target effects (20). Drug synergy was calculated using both Loewe and Bliss, which measure synergy within the same pathway or among distinct pathways, respectively. Bliss and Loewe algorithms separately defined the combination of low-dose PI3K and MLL1 inhibition as synergistic; synergy was not achieved for the normal breast cell line MCF10A or the PI3K wildtype, HR^+^ breast cancer cell line HCC1500 (Fig. 4C; ref. 21). While PI3K or MLL1 monotherapies do not yield apoptotic induction, the combination of PI3K and MLL1 inhibition increased apoptosis (Fig. 4D and E), which is consistent with cell viability (Fig. 4A and B). To assess whether the detected loss of viability is due to on-target effects of MLL1 inhibition, we utilized the MLL1 peptiomimetic inhibitor MM102. Combined PI3K inhibition with MM102 reduces cell viability and proliferation in models of PI3K-activated breast cancers (Supplementary Fig. S4A). These data demonstrate that combined PI3K and MLL inhibition synergize to reduce viability in models of PI3K-activated, HR^+^, breast cancer.

**FIGURE 4:**
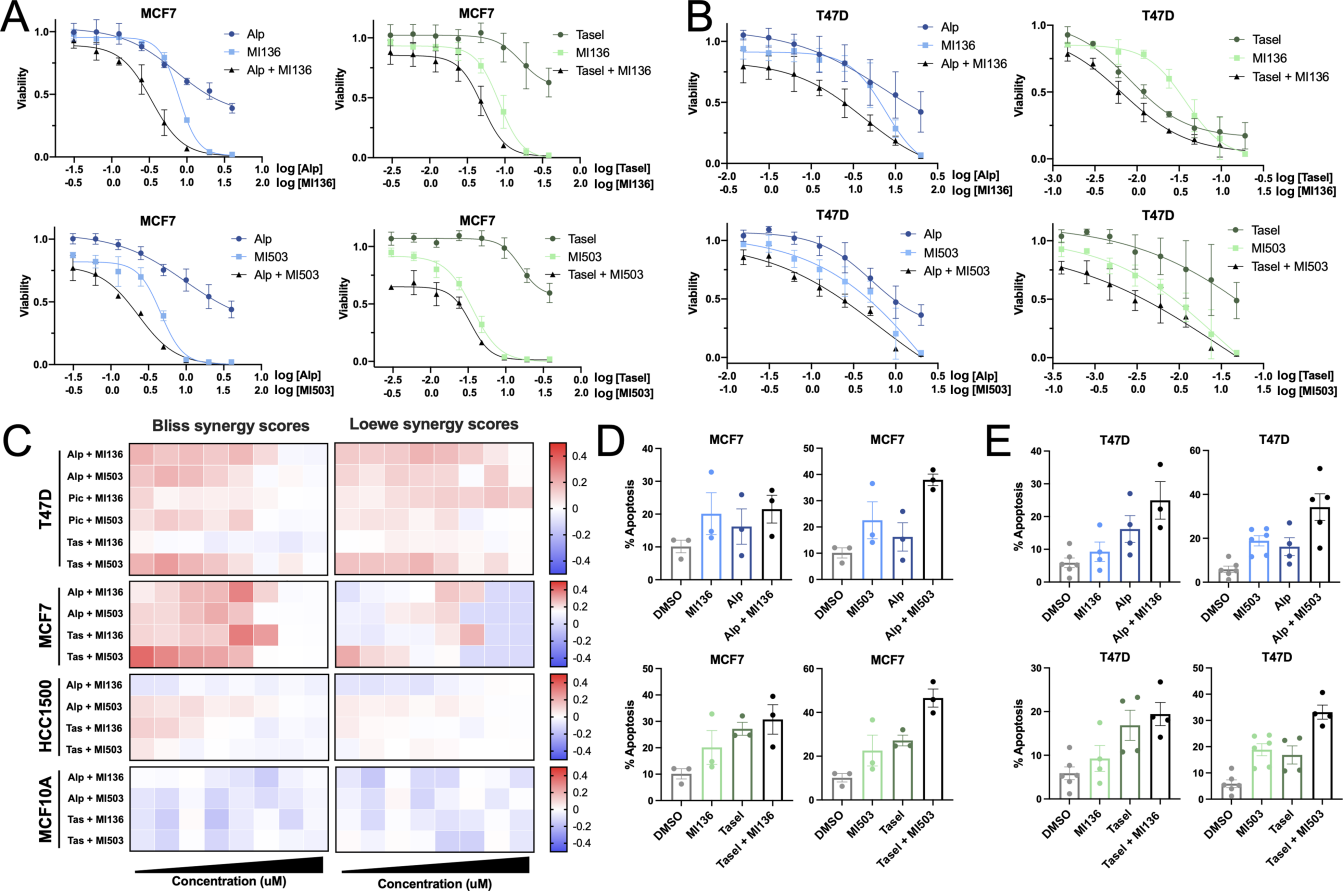
PI3K and MLL1 combination therapy synergizes to reduce viability and enhance apoptosis. **A,** Cell viability curves in MCF7 breast cancer cells treated with an 8-point range of DMSO, alpelisib, taselisib, MI-503, and/or MI-136 for 120 hours. Results shown are representative of at least three independent experiments. Data are shown as mean ± SEM. **B,** Cell viability curves in T47D breast cancer cells treated with an 8-point range of DMSO, alpelisib, taselisib, MI-503, and/or MI-136 for 120 hours. Results shown are representative of at least three independent experiments. Data are shown as mean ± SEM. **C,** Bliss (left) and Loewe (right) synergy calculated from MCF7, T47D, HCC1500, and MCF10A datapoints in **A**, **B**, and Supplementary Fig. S4. **D,** Annexin V staining in MCF7 cells treated with DMSO, alpelisib (1 μmol/L), taselisib (0.5 μmol/L), MI-136 (4 μmol/L), MI-503 (4 μmol/L) for 120 hours. Results shown are representative of at least three independent experiments. Data are shown as mean ± SEM. **E,** Annexin V staining in MCF7 cells treated with DMSO, alpelisib (1 μmol/L), taselisib (0.5 μmol/L), MI-136 (4 μmol/L), MI-503 (4 μmol/L) for 120 hours. Results shown are representative of at least three independent experiments. Data are shown as mean ± SEM.

### Dual PI3K/MLL1 Inhibition Reduces Tumor Growth in Xenograft Models of PIK3CA-activated, HR^+^ Breast Cancer

To determine whether HR^+^ breast tumors characterized by PI3K pathway activation are sensitive to dual PI3K/MLL1 inhibition, MCF7 cells were transplanted into the mammary fat pads of nude mice. Palpable tumors were treated with vehicle, alpelisib, MI-503, or the combination. While alpelisib-treated and MI-503–treated tumors were smaller than vehicle-treated tumors, combined PI3K and MLL1 inhibition significantly reduced tumor volume (Fig. 5A) and endpoint tumor weight (Fig. 5B), without toxicity-associated changes to animal weight during the treatment duration (Supplementary Fig. S5A). Dual PI3K and MLL1 inhibition reduced PI3K effector phosphorylation, H3K4 methylation, and cellular proliferation (Fig. 5C and D; Supplementary Fig. S5B), which is quantified in Supplementary Table S1. MLL1 inhibition via MI-503 monotherapy retained AKT phosphorylation (Fig. 5C and D), which was consistent with *in vitro* MLL1 inhibition (Fig. 2; Supplementary Fig. S2). Taken together, our preclinical data suggest that HR^+^ breast xenografts characterized by PIK3CA mutation exhibit therapeutic benefit from combined PI3K and MLL1 inhibition that exceeds PI3K or MI-503 monotherapy. Furthermore, patients with this subset of breast tumors may be suitable candidates for dual PI3K and MLL1 inhibition.

**FIGURE 5:**
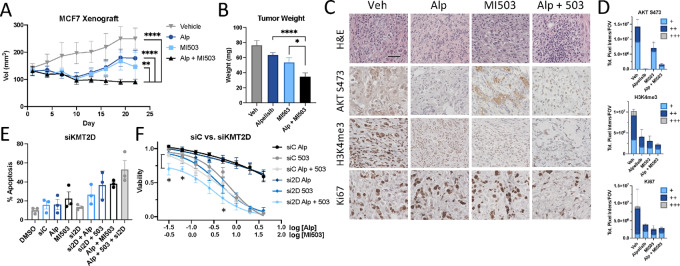
Combined MLL and PI3K inhibition provides therapeutic benefit in *in vivo* models of breast cancer. **A,** Tumor volume of MCF7 cells implanted into the mammary fat pads of nude mice with once-daily treatment with alpelisib (35 mg/kg, gavage), MI-503 (30 mg/kg, i.p.), or the combination. Endpoint tumor volume: MCF7 vehicle, 250.17 ± 11.24 mm^3^; MCF7 alpelisib, 178.11 ± 7.87 mm^3^; MCF7 MI-503, 146.59 ± 15.59 mm^3^; and MCF7 alpelisib/MI-503, 91.83 ± 2.69 mm^3^. Means ± SEM are shown; all groups *n* ≥ 12; two-way ANOVA with Tukey multiple comparisons test. **, *P* < 0.01; ****, *P* < 0.0001. **B,** The wet weight of individual mammary tumors plus associated mammary gland tissue from MCF7 vehicle (*n* = 12), MCF7 alpelisib (*n* = 13), MCF7 MI-503 (*n* = 11), and MCF7 alpelisib/MI-503 (*n* = 12). Tumors were harvested 22 days from treatment onset. Means ± SEM are shown. *, *P* < 0.05; ****, *P* < 0.0001; unpaired *t* test. **C,** Tumors derived from mice in **A**. Sections are stained with the indicated antibodies, randomly selected images shown. (Scale bar, 40 μm.) *n* = 3 mice/condition. **D,** Quantification of IHC. *n* = 3 mice/condition, 2 fields of view (FOV)/mouse. Total pixel/FOV quantitated as low (+), medium (++), or high (+++). Statistical analyses shown in Supplementary Table S1. **E,** Annexin V staining in MCF7 cells transfected with MLL4/KMT2D or control siRNA and treated with DMSO, alpelisib (1 μmol/L), and/or MI-503 (4 μmol/L) for 120 hours. *n =* 3 independent experiments. Data are shown as mean ± SEM. **F,** Cell viability curve in MCF7 breast cancer cells reverse transfected with siControl or siKMT2D to genetically inhibit KMT2D/MLL4 and treated with an 8-point range of DMSO, alpelisib and/or MI-503 for 120 hours. *n =* 4 independent experiments. Data are shown as mean ± SEM.

### MLL4/KMT2D Genetic Ablation Enhances PI3K/MLL1 Inhibitor–driven Apoptosis and Reduction in Proliferation

Most MLL inhibitors in preclinical and clinical investigation specifically target the MLL1 COMPASS complex (13, 14, 17). Because H3K4 methylation is elevated in breast and other cancers and is associated with a poor patient prognosis (8), MLL1 inhibition may function as a viable therapeutic target. However, published reports suggest that the MLL enzyme MLL4/KMT2D is an AKT substrate, and its enzymatic activity is associated with resistance to the PI3K inhibitor alpelisib in HR^+^ breast cancer via epigenome-driven upregulation of ER signaling (7). To address whether the loss of KMT2D enhances the observed synergy with dual PI3K and MLL1 inhibition, we utilized siRNA to knock down KMT2D (Supplementary Fig. S5C). Combined PI3K/MLL1 inhibition with KMT2D knockdown increased apoptosis compared with all single- and double-agent treatment groups (Fig. 5E; Supplementary Fig. S5D–S5F) in the MCF7 cell line. Dual PI3K and MLL1 inhibition in combination with KMT2D knockdown further reduced cell viability at low inhibitor doses (Fig. 5F). These data suggest that enzymatic inhibition of MLL1 and KMT2D/MLL4, when combined with PI3K inhibition, is a promising therapeutic modality to induce cell death and produce a durable therapeutic response in PI3K-activated cancers.

## Discussion

Of the approximately 70% of breast cancers that are HR^+^, 40% are characterized by aberrant PI3K pathway activation. The critical role of PI3K signaling in carcinogenesis has prompted the development and clinical testing of pan- and isoform-selective PI3K inhibitors in this patient population. However, the utility of PI3K-targeted therapies is limited as PI3K inhibitors generally lack efficacy as monotherapies. Thus, research to define novel mechanisms by which PI3K/AKT contributes to oncogenesis and exploiting these mechanisms to develop and test combination therapies for the treatment of PI3K-activated cancers is critical. Here, we build upon previous studies demonstrating that the PI3K effector AKT regulates cellular H3K4 methylation through the phosphorylation of the H3K4 methyltransferase KMT2D/MLL4 (7) and the H3K4 demethylase KDM5A (6) in breast cancer. AKT-mediated KDM5A phosphorylation redistributes KDM5A from the nucleus into the cytoplasm, rendering it ineffective at H3K4me2/3 demethylation (6). In this context, elevated promoter H3K4me3 supports the transcription and expression of cell cycle–promoting genes, encouraging proliferation and oncogenesis. In contrast, AKT- or SGK2-driven phosphorylation of the H3K4 methyltransferase KMT2D/MLL4 attenuates its activity to reduce enhancer H3K4 methylation (7, 22). PI3K inhibition enhances KMT2D activity, further driving H3K4 methylation and promoting an open chromatin conformation, primarily at enhancers typically bound by the FOXA1 pioneer factor that also contain ER binding motifs. The open chromatin conformation supports FOXA1 binding, which then recruits ERα to initiate the transcription of ER-regulated genes. These disparate mechanisms of action drive biologically distinct and separable H3K4 methylation events under conditions of either PI3K pathway hyperactivation or inhibition, suggesting that both promoter and enhancer H3K4 methylation is downstream of the PI3K/AKT pathway, and that combined PI3K and MLL inhibition may provide therapeutic benefit.

Cytostatic activity represents a significant limitation of clinical PI3K inhibition (19). Here we demonstrate that the combined inhibition of p110α and MLL1 synergizes to induce apoptosis of PIK3CA-mutant, HR^+^, breast cancer cell lines. Dual PI3K and MLL1 inhibition reduces the clonogenicity of PIK3CA-mutant breast cancer cell lines, while also decreasing their proliferation. This synergy is enhanced by genetic ablation of KMT2D/MLL4. Furthermore, we identify a compensatory feedback loop between MLL methyltransferases and the PI3K pathway. MLL1 inhibitor–driven feedback AKT activation correlates with both reduced expression of negative PI3K pathway regulators and enhanced expression of upstream pathways and proteins that can contribute to AKT activation. Because MLL1 inhibition primarily reduces promoter H3K4me3 to repress gene expression (Figs. 2 and 3), the mechanism(s) that may lead to enhanced gene expression following MLL1 inhibition are not well characterized. While the possibility of MLL-inhibitor off-target effects cannot be eliminated, AKT hyperactivation following the use of divergent MLL inhibitors suggests that compensatory AKT activation is the result of on-target MLL inhibition. Functionally, MLL1 inhibition may result in the compensatory activation of other MLL COMPASS complexes (e.g., MLL2), that could trigger an increase in methylation and subsequent gene expression at select genomic loci. MLL2 compensation has been described in other contexts, including MLL1 deletion in MLL1-AF9 translocated leukemias (23). MLL1 function has also been shown to be redundant with MLL2 at bivalent promoters in murine embryonic stem cells (24). Collectively, these scenarios may partially explain why we observe a dramatic reduction in MLL1 promoter localization without an equivalent reduction of promoter H3K4me3 (Fig. 2).

Here we also define repressed gene transcripts who function(s) may support the MLL1 inhibitor–directed feedback activation of AKT. Our results support a hypothesis in which MLL1 inhibition reduces MLL1 genomic occupancy at promoters to reduce promoter H3K4me3, thereby repressing gene expression. MLL1 inhibition reduces the expression of more than 2,000 genes and includes PI3K/RAS/AKT negative regulators such as PRUNE2. PRUNE2 is a tumor suppressor in prostate and other cancers, inhibiting Ras homolog family member A (RhoA) activity to support oncogenic transformation (25). We found that MLL1 inhibition reduces *PRUNE2* transcript expression and protein detection, supporting a role of PRUNE2 dysregulation in MLL1 inhibitor–associated AKT activation. While additional experiments are required to fully dissect the mechanism(s) that underlie the observed MLL feedback loop, AKT hyperactivation occurs relatively quickly and is conserved among MLL inhibitors that exhibit divergent scaffolding and thus function through different mechanisms—through MLL1/WDR interaction, or via MLL1/Menin binding. The placement of MLL both upstream and downstream of AKT in the PI3K signaling network highlights the importance of dual inhibition of these enzymes as a mechanism to durably suppress PI3K pathway activation.

Our findings suggest that while PI3K and MLL1 inhibition is an effective therapeutic strategy in PIK3CA-mutant, HR^+^ breast cancer cell lines, this combination can be improved. Current MLL1 inhibitors specifically target MLL1 through protein–protein interactions with essential MLL1-specific COMPASS members WDR5 or Menin. MLL1 methyltransferase activity is dependent on its association with WDR5; high-affinity peptidomimetic inhibitors including MM102 bind WDR5 to prevent association with MLL1 (17). Other MLL1 inhibitors including MI-136 and MI-503 share a thienopyrimidine scaffolding and function via abrogation of the MLL1/Menin association to induce cell death in models of MLL1-translocated leukemias and androgen receptor–dependent prostate cancer (14, 26). While we demonstrate that these MLL1 inhibitors synergize with PI3K inhibitors in PIK3CA-mutant breast cancer, this combination does not effectively target the MLL4/KMT2D COMPASS complex, which is a functionally distinct downstream PI3K effector that is essential in mediating resistance to endocrine therapies including fulvestrant (7). Because KMT2D/MLL4 or pan-MLL inhibitors that target the enzymatic activity of the SET-domain have only recently been published (27) and are not commercially available, we genetically ablated KMT2D in combination with PI3K/MLL1 dual inhibition and found that knockdown of KMT2D further enhances the PI3K/MLL1-driven apoptosis (Fig. 4). The results presented here suggest a therapeutic opportunity to design and test KMT2D/MLL4 or pan-MLL inhibitors in PI3K-activated, HR^+^ breast cancers.

## Supplementary Material

Figure S1 Figure S1 shows combined effects of PI3K and MLL1 inhibition in clonogenic assays Click here for additional data file.

Figure S2 Figure S2 shows on-target activity of PI3K and MLL1 inhibitors Click here for additional data file.

Figure S3 Figure S3 shows additional transcriptional and genomics analyses that support MLL1 inhibitor-driven hyperactivation of AKT Click here for additional data file.

Figure S4 Figure S4 shows combined PI3K and MLL1 inhibition reduces cell viability and enhances apoptosis Click here for additional data file.

Figure S5 Figure S5 shows that combined PI3K and MLL inhibition provides therapeutic benefit in vitro and in vivo Click here for additional data file.

Supplementary Table ST1 Supplementary Table 1 shows p values for IHC staining that corresponds to the graphs shown in Figure 5D Click here for additional data file.

# Supplementary material for: Targeting MLL Methyltransferases Enhances the Antitumor Effects of PI3K Inhibition in Hormone Receptor–positive Breast Cancer
**Source:** Cancer Res Commun. 2022 Dec 6;2(12):1569–78. doi: 10.1158/2767-9764.CRC-22-0158
**Supplement:** Figure S1 — shows combined effects of PI3K and MLL1 inhibition in clonogenic assays

**Supplementary** **Figure 1. Combined PI3K and MLL1 inhibition reduces clonogenicity of HR+, PIK3CA-mutant, breast cancers**. (A) MCF7 breast cancer cells treated with the indicated concentrations of alpelisib, MI-136, or DMSO for 17 days before fixation and crystal violet staining. Representative images shown. (B) MCF7 breast cancer cells treated with the indicated concentrations of pictilisib, MI-136, MI-503, or DMSO for 17 days before fixation and crystal violet staining. Representative images shown. Results shown are representative of at least 3 independent experiments. Data are shown as mean ± SEM. **P* < 0.05, unpaired t-test. (C) T47D breast cancer cells treated with the indicated concentrations of pictilisib, MI-136, or DMSO for 19 days before fixation and crystal violet staining. Representative images shown. Results shown are representative of at least 3 independent experiments. Data are shown as mean ± SEM.

# Supplementary material for: Targeting MLL Methyltransferases Enhances the Antitumor Effects of PI3K Inhibition in Hormone Receptor–positive Breast Cancer
**Source:** Cancer Res Commun. 2022 Dec 6;2(12):1569–78. doi: 10.1158/2767-9764.CRC-22-0158
**Supplement:** Figure S2 — shows on-target activity of PI3K and MLL1 inhibitors

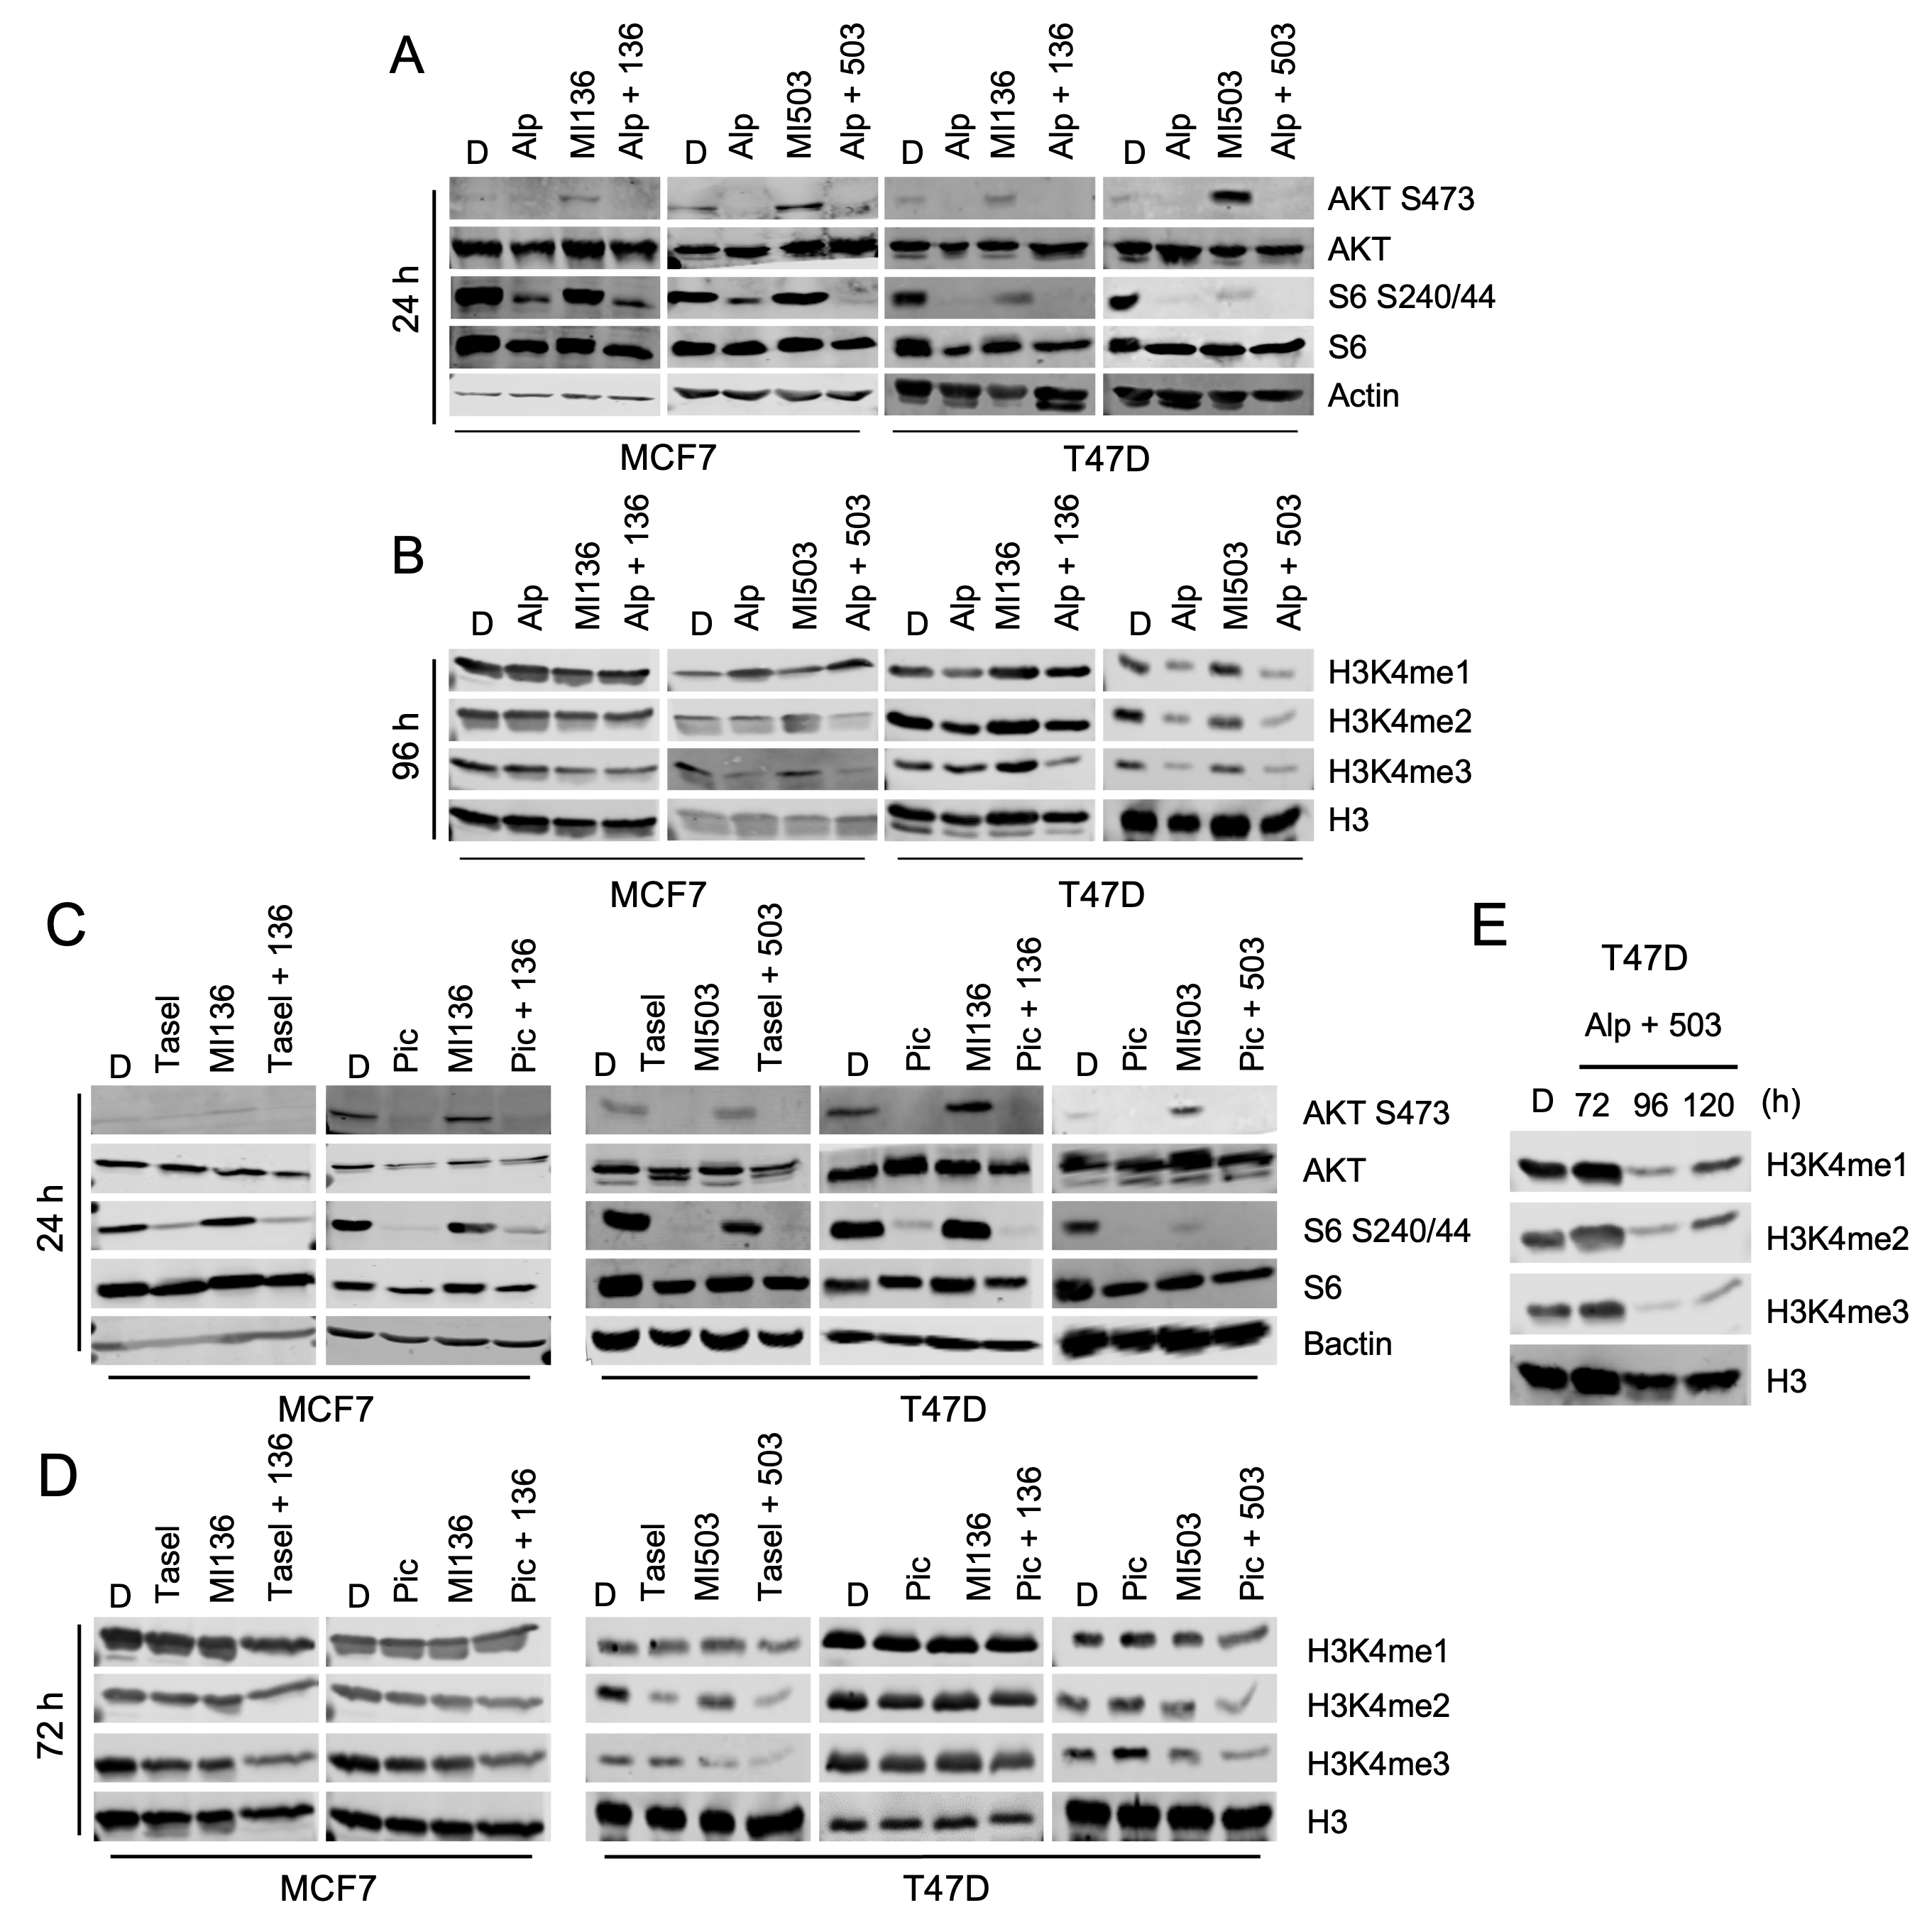

**Supplementary** **Figure 2: MLL1 inhibition hyperactivates AKT**. (A) MCF7 (left) or T47D (right) breast cancer cells were treated with alpelisib (1 uM), MI-136 (4 uM), MI-503 (4 uM) or DMSO for 24h prior to protein extraction. Lysates were immunoblotted for the indicated antibodies. (B) MCF7 (left) or T47D (right) were treated with alpelisib (1 uM), MI-136 (4 uM), MI-503 (4 uM) or DMSO for 96h prior to acid extraction. Lysates were immunoblotted for the indicated antibodies. (C) MCF7 (left) or T47D (right) were treated with taselisib (1 uM), pictilisib (1 uM), MI-136 (4 uM), MI-503 (4 uM) or DMSO for 24h prior to protein extraction. Lysates were immunoblotted for the indicated antibodies. (D) MCF7 (left) or T47D (right) were treated with taselisib (1 uM), pictilisib (1 uM), MI-136 (4 uM), MI-503 (4 uM) or DMSO for 72h prior to acid extraction. Lysates were immunoblotted for the indicated antibodies. (E) T47D cells treated with alpelisib (1 uM) or MI503 (4 uM) for the indicated times and lysates acid extracted and immunoblotted for the indicated antibodies.

# Supplementary material for: Targeting MLL Methyltransferases Enhances the Antitumor Effects of PI3K Inhibition in Hormone Receptor–positive Breast Cancer
**Source:** Cancer Res Commun. 2022 Dec 6;2(12):1569–78. doi: 10.1158/2767-9764.CRC-22-0158
**Supplement:** Figure S3 — shows additional transcriptional and genomics analyses that support MLL1 inhibitor-driven hyperactivation of AKT

**Supplementary** **Figure 3: MLL1 inhibition hyperactivates PI3K effector signaling via induction of gene expression profile changes**. (A). Table of enrichment graphs depicting the top 10 pathways enriched at the top and bottom of the ranked gene list, generated using the oncogenic signature gene set (c6.all.v7.4.symbols.gmt). (B) Stripplots showing differences in the normalized enrichment scores (TPM) of the top 20 genes identified as significantly enriched in the GSEA analysis between control (DMSO) and MI503. (C) PRUNE2 H3K4me3 and MLL1 IGV tracks.

# Supplementary material for: Targeting MLL Methyltransferases Enhances the Antitumor Effects of PI3K Inhibition in Hormone Receptor–positive Breast Cancer
**Source:** Cancer Res Commun. 2022 Dec 6;2(12):1569–78. doi: 10.1158/2767-9764.CRC-22-0158
**Supplement:** Figure S4 — shows combined PI3K and MLL1 inhibition reduces cell viability and enhances apoptosis

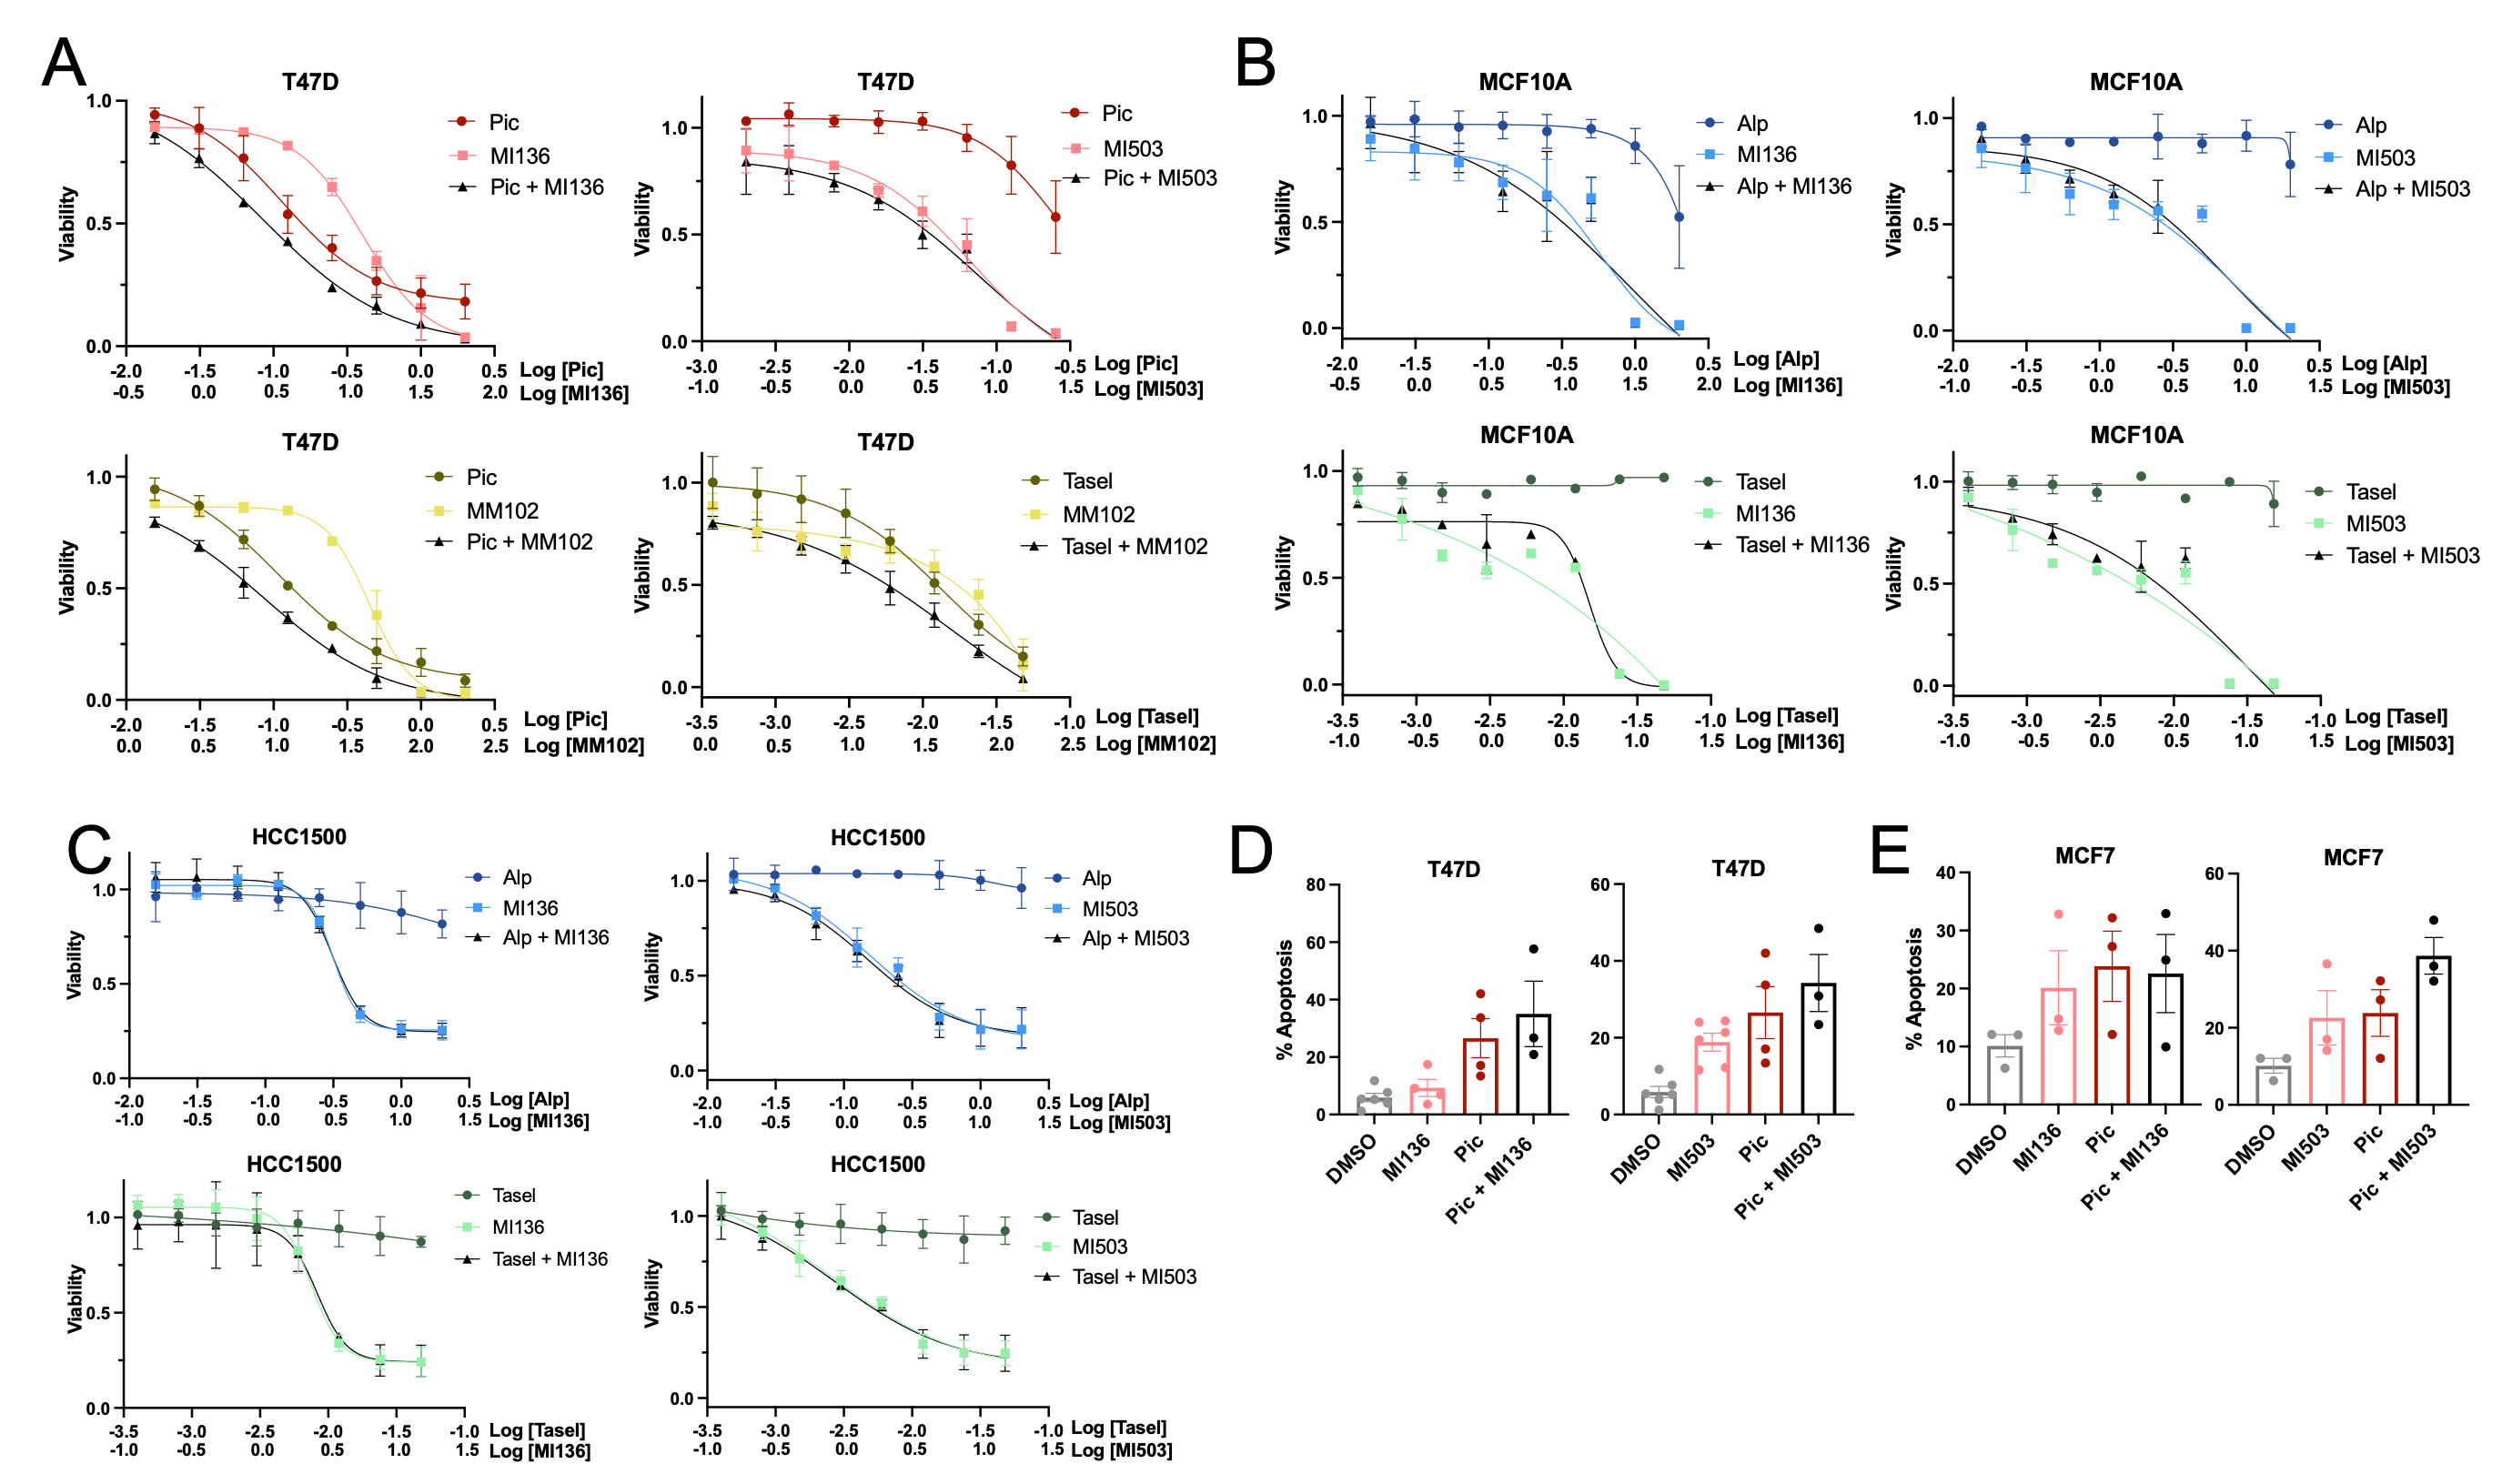

**Supplementary** **Figure 4: PI3K and MLL1 combination therapy synergizes to reduce viability and enhance apoptosis.** (A) Cell viability curves in T47D breast cancer cells treated with an 8-point range of DMSO, pictilisib, taselisib, MI-503, MI-136 and/or MM-102 for 120h. *n* ≥ at least 3 independent experiments. Data are shown as mean ± SEM. (B) Cell viability curves in MCF10A normal breast cells treated with an 8-point range of DMSO, alpelisib, taselisib, MI-136, and/or MI-503 for 120h. *n* ≥ 3 independent experiments. Data are shown as mean ± SEM. (C) Cell viability curves in HCC1500 breast cancer cells treated with an 8-point range of DMSO, alpelisib, taselisib, MI-136, and/or MI-503 for 120h. *n* ≥ 3 independent experiments. Data are shown as mean ± SEM. (D) Annexin V staining in T47D cells treated with DMSO, pictilisib (1 uM), MI-136 (4 uM), MI-503 (4 uM) for 120h. Data are shown as mean ± SEM; n = 3. (E) Annexin V staining in MCF7 cells treated with DMSO, pictilisib (1 uM), MI-136 (4 uM), MI-503 (4 uM) for 120h. Data are shown as mean ± SEM; n = 3.

# Supplementary material for: Targeting MLL Methyltransferases Enhances the Antitumor Effects of PI3K Inhibition in Hormone Receptor–positive Breast Cancer
**Source:** Cancer Res Commun. 2022 Dec 6;2(12):1569–78. doi: 10.1158/2767-9764.CRC-22-0158
**Supplement:** Figure S5 — shows that combined PI3K and MLL inhibition provides therapeutic benefit in vitro and in vivo

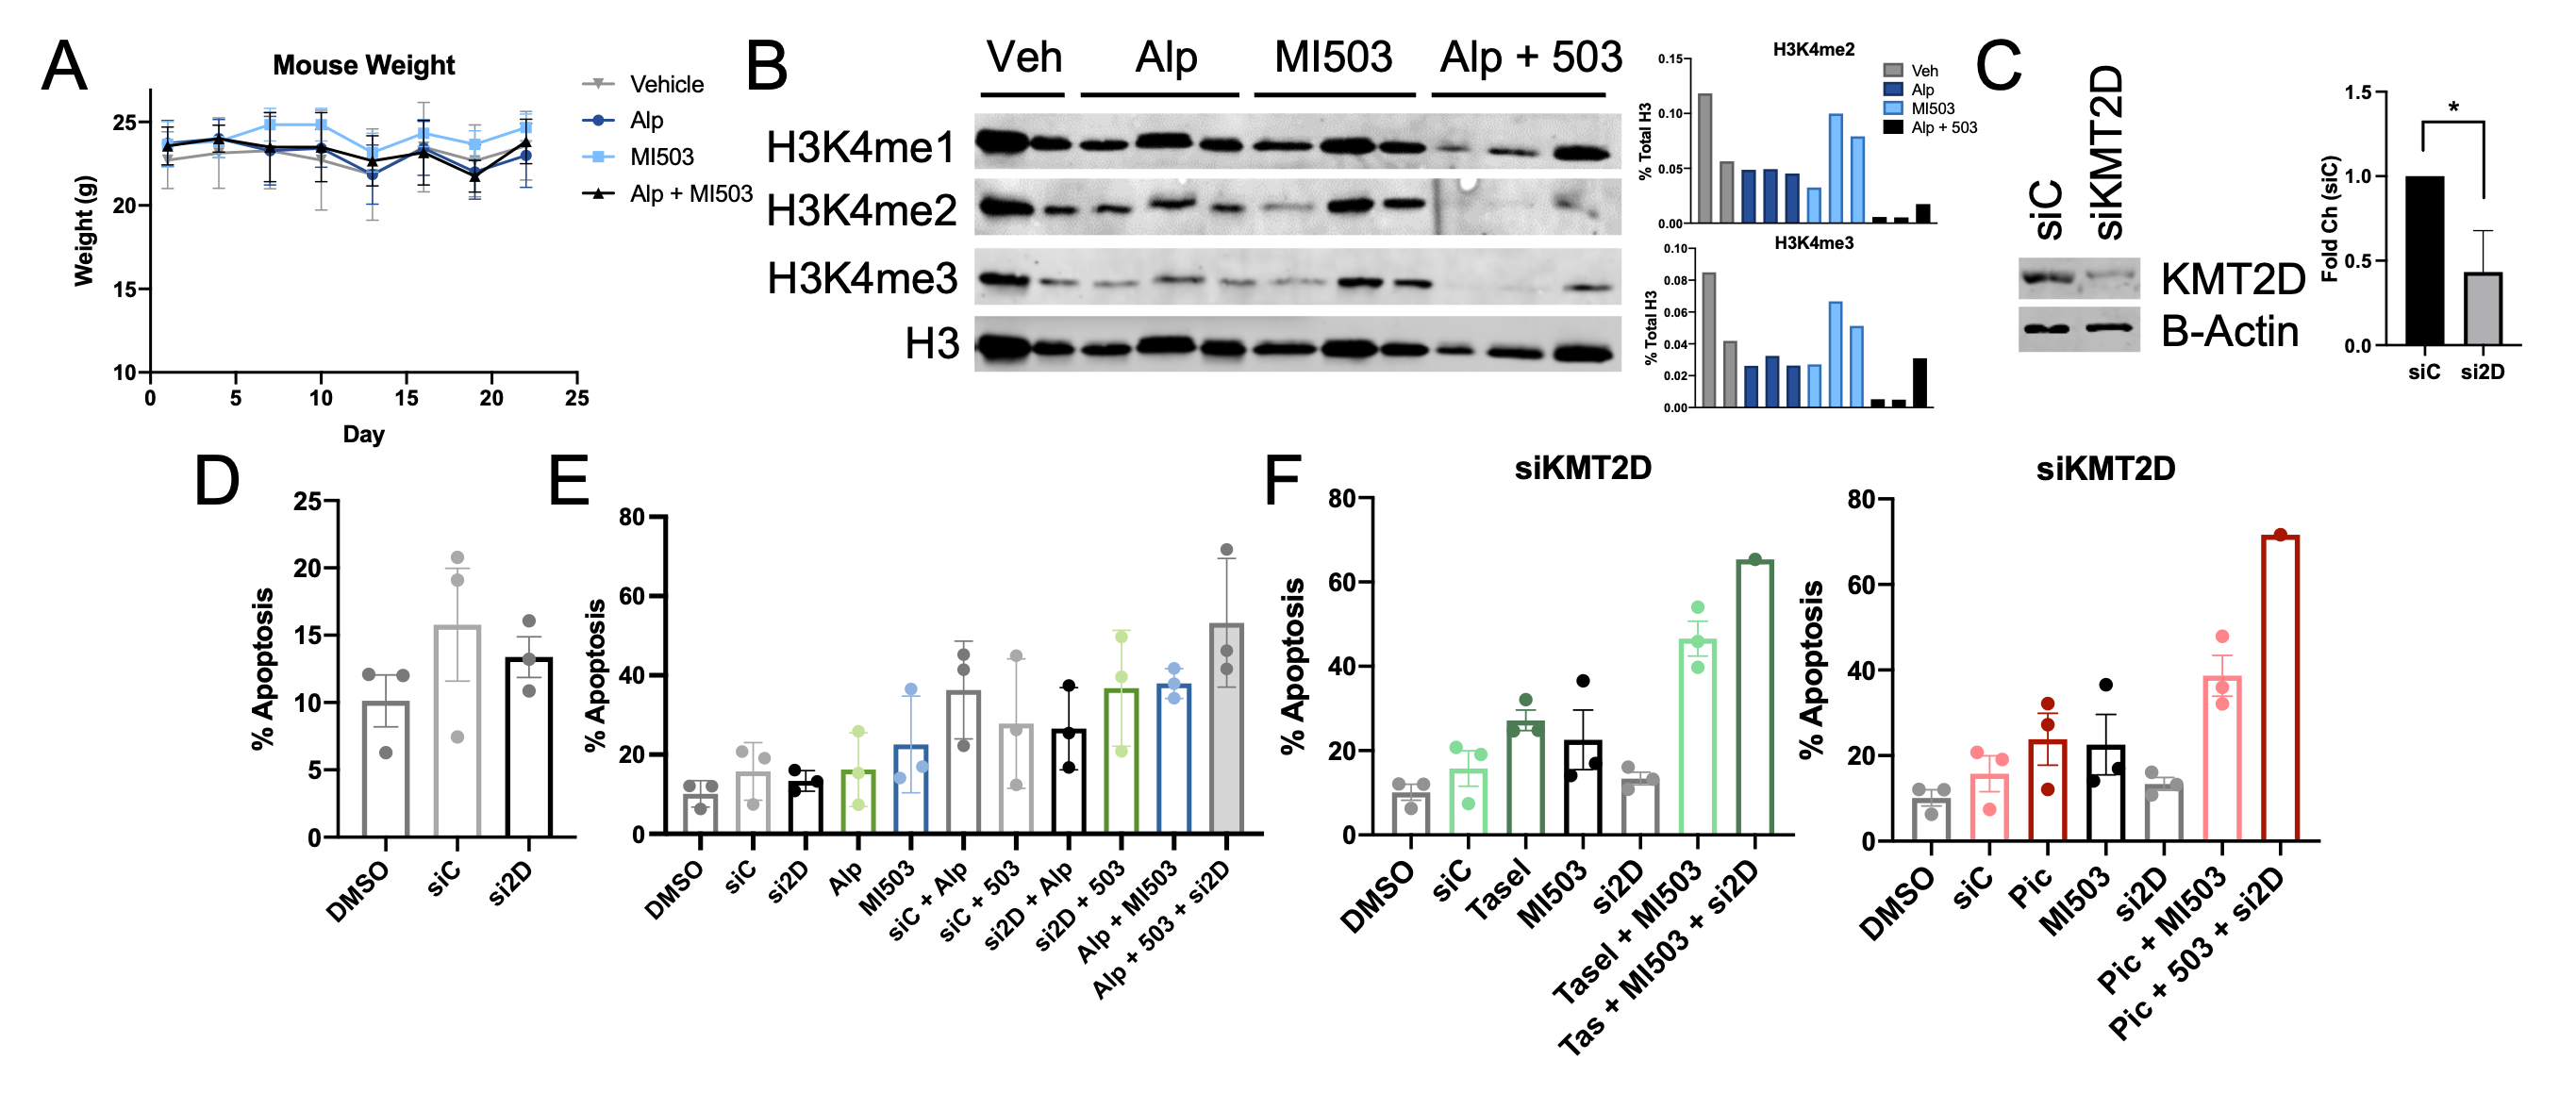

**Supplementary** **Figure 5: Combined MLL and PI3K inhibition provides therapeutic benefit in *in vivo* and *in vitro* models of breast cancer.** (A) Mouse weight with once-daily treatment with alpelisib (45 mg/kg, gavage), MI-503 (30 mg/kg, IP), or the combination. (B) Lysates prepared from tumors isolated from mice in (A) and immunoblotted with the indicated antibodies. (C) MCF7 cells reverse transfected with siControl or siKMT2D for 120h followed by lysate preparation. Lysates were immunoblotted for the indicated antibodies. Immunoblot, left; quantification, right. *n* = 3 independent experiments; *, p < 0.05. (D), (E), and (F) Annexin V staining in MCF7 cells transfected with MLL4/KMT2D or control siRNA and treated with DMSO, alpelisib (1 uM), MI-503 (4 uM), taselisib (1 uM), pictilisib (1 uM) or the combination(s) for 120h. Results shown are representative of at least 3 independent experiments. Data are shown as mean ± SEM.

# Supplementary material for: Targeting MLL Methyltransferases Enhances the Antitumor Effects of PI3K Inhibition in Hormone Receptor–positive Breast Cancer
**Source:** Cancer Res Commun. 2022 Dec 6;2(12):1569–78. doi: 10.1158/2767-9764.CRC-22-0158
**Supplement:** Supplementary Table ST1 — Supplementary Table 1 shows p values for IHC staining that corresponds to the graphs shown in Figure 5D

**Supplementary Table 1: Statistical analyses of immunohistochemistry quantification from xenograft studies in Fig 5.** Images quantitated using Aperio ImageScope, with pixel count per field of view (FOV) grouped into three categories: + (low staining), ++ (medium staining), or +++ (high staining).

How the deposited data were processed for this re-analysis (not part of the article)

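RNA from T47D cells treated for 24 hours with DMSO or with 4 μmol/L MI-503 was isolated with the RNeasy kit, and libraries were prepared and sequenced by Novogene. There were 3 libraries per label, which the legend of Fig. 3 gives as independent experiments. The authors quantified transcripts in each library with salmon (Illumina DRAGEN). The values used here are salmon's estimated counts of reads per transcript, which the authors made with salmon and deposited without normalization, for 232117 transcripts. The same files as deposited by the authors also hold TPM, which salmon made from these counts and the effective transcript lengths within each library. The tests here took the counts, and not the TPM, as expression values. The submitters' processing notes name the genome builds GRCh38.p13 and hg38. The version of salmon, the annotation release, trimming and bias options are not given in the sources used here.

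Transcripts were assigned to genes by identifier with GENCODE release 44, which matched 229321 transcripts (98.8%) and at least 99.16% of the reads of every library. Estimated reads were summed to 61279 genes and rounded to whole numbers. Total reads per library ranged from 17404736 to 22168525, and mitochondrial genes took 1.38% to 7.18% of the reads. The TMM factors lay between 0.934 and 1.053. With a group without reads, 3 reads over the group (0.0464 CPM for DMSO and 0.0531 CPM for MI-503) served as the floor for a bound on the fold. The bound was taken from reads pooled over each group and not from the mean of the libraries' CPM. For a group with 1 to 3 reads, the ratio is given with a 95% counting interval. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Where CPM are given as means, they are TMM-scaled, and errors are SDs of 3 libraries. Where a group is near 0 reads, the standard error of a log2 fold change can understate its uncertainty.

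Libraries were grouped by label alone. The main test compared the MI-503 label with the DMSO label by edgeR's quasi-likelihood test after filterByExpr, which kept 16442 genes, with Benjamini-Hochberg adjusted p-values. The thresholds for a call were those of the paper, an adjusted p under 0.05 and a log2 fold change beyond 2 in size. The paper made its calls with DESeq2, which was used here as an alternative. Members of a gene list were counted as higher or lower at an adjusted p under 0.05 at any fold. Each list was also tested with camera on voom values, with a preset inter-gene correlation of 0.01, adjusted over all 31 lists. The oncogenic signature sets that the paper used for enrichment analysis were not used here.

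The 31 lists were fixed before the data were examined. They were 19 pathway lists, for PI3K-AKT activators, PI3K-AKT negative regulators, receptor tyrosine kinases, protein tyrosine phosphatases, RAS-RAF-MAPK activators, RAS negative regulators, MAPK output, FOXO targets, mTORC1 and amino acid response, cholesterol synthesis, lysosome, hypoxia and glycolysis, estrogen receptor targets, DNA replication and G1/S, mitosis, p53 targets, interferon response, HOX and MEIS genes, and COMPASS and H3K4 enzymes. There were 11 marker lists, for luminal breast, simple epithelium, basal breast and squamous, mesenchymal, prostate, kidney and Mullerian, gut, liver and lung, neural and neuroendocrine, melanocyte, blood cell, and embryonic and germ cells. The remaining list held widely used reference genes. The genes named in the text were those the paper names for the RNA-seq, whose values in the figures had been seen, the drug target and its partners with ESR1, the 10 largest rises and the 10 largest falls by fitted log2 fold change among called protein-coding genes with a mean of at least 50 CPM in the higher group and no overlap between groups, and up to 4 members of each list with the smallest adjusted p. Other genes are named where a marker, a count or a difference called for them, after their values were seen. Some genes that this rule takes, and a test set beforehand of which prostate line the libraries labelled DMSO could come from, are not reported here.

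Further measures were also fixed beforehand. Genes were counted as on in 1 group and off in the other when every library of the first had over 10 CPM and every library of the other under 0.1 CPM. Falls were set against the treatment time by counting the called genes whose loss would need an mRNA half-life under 2 hours even with no transcription, a log2 fall over 12. Genes with at least 5 CPM in all 6 libraries were ordered along the chromosomes in blocks of 100, and the share of blocks with a median centred log2 fold change beyond 0.4 was compared with 1000 shuffles of gene positions. The test was checked on simulated counts in which 200 genes were changed. With 14962 genes run, 10 unchanged genes (0.07%) were called.

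The alternatives were RLE and upper-quartile scaling, no filter on low counts, a filter of at least 1 CPM in 3 libraries, DESeq2, limma-voom, an offset for effective transcript length, the replicate number as a block, edgeR's glmTreat against a log2 fold change of 2, protein-coding genes only, and leaving out each of the 6 libraries in turn. For lists, an estimated correlation, fry and the called genes alone were tried, and for the further measures other thresholds. A correction for GC content, comparisons of single libraries within a group, and DESeq2 with an offset for transcript length were added after the data were seen. Other splits of the 6 libraries into 3 against 3 were fitted in the same way. No library was left out of the main test. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.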

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

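The tests of ESR1, of the GC trend and of libraries within a group were chosen after the results they concern were seen, and the other tests in this part were set before.

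The first pattern is the size of the difference between the labels, which the paper does not analyse, with 241 genes at over 10 CPM in every library of 1 label and under 0.1 CPM in every library of the other (144 on and 97 off with MI-503), and 9 of the 1930 called falls that would need an mRNA half-life under 2 hours over the 24 hours of treatment even with no transcription. In 44.3% of 88 blocks of 100 neighbouring genes the median log2 fold change was beyond 0.4, against at most 2.27% in 1000 shuffles of gene positions and at most 1.1% between libraries of 1 label, which is consistent with cells of different copy number, as 2 cell lines would have. The tables argue against GC content as the whole cause, since 45.5% of blocks stayed beyond 0.4 with its trend removed, and against a response of T47D cells to MI-503 as the whole cause, since ESR1 was at most 0.19 CPM in the libraries labelled DMSO, which should be T47D cells without drug. Whether MI-503 also changed genes stays open, as any effect of the drug is confounded with the difference between the groups. For chance, 1 of 10 splits of the libraries gave as many called genes (3995 with edgeR, at most 0 and, at an unadjusted p under 0.05, at most 19 in the other splits), and 10 splits are too few for a share under 0.05.

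The second pattern concerns cell type markers that the paper does not discuss, whose levels in 1 label stood far above those in the other. The luminal breast list had a median of 880 CPM in the libraries labelled MI-503, 36.5 times that with the DMSO label. This ratio cannot decide the cell type of the libraries labelled MI-503, since its reference may not be luminal breast cells. The levels themselves show luminal markers expressed with the MI-503 label. There ESR1 was at 209.54 to 295.53 CPM, PGR at 1278 to 1533 CPM and GATA3 at 1414 to 1444 CPM. In the libraries labelled DMSO the median of that list was 0.0274 of that with the MI-503 label, ESR1, GATA3 and PGR were under 1 CPM in every library, and the prostate list had a median of 162 CPM with KLK3 at 3708, STEAP2 at 619.9 and HOXB13 at 552 CPM, so that these libraries may come from prostate cells and not from luminal breast cells. TRPS1, the exception among 4 genes named in advance for this test, was at 16.5 to 30.98 CPM with the DMSO label and 770 to 893 CPM with the MI-503 label, and of the prostate list NCAPD3 and FKBP5 were also expressed with the MI-503 label, at 276 and 175 CPM. KLK3 had no reads with the MI-503 label and ESR1 was at most 0.19 CPM with the DMSO label, so that neither set of libraries held many of the other's markers, and the direction of the paper's protein measures, LIN28A higher (Fig. 3F) and PRUNE2 lower (Fig. 3G), is the same as that of the transcripts and does not settle it, since the source of the cells in those blots was not examined.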

How the results depend on the processing

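The comparison of libraries within a group, the removal of the GC trend and DESeq2 with a length offset were chosen after the results were seen. The number of genes higher ranged from 1582 (glmTreat) to 2868 (no filter), and of genes lower from 1296 (glmTreat) to 2827 (no filter), apart from 1242 genes lower among protein-coding genes, where fewer genes were counted. DESeq2 gave 2499 higher and 2408 lower (2436 and 2361 with a length offset), and shared 2059 and 1913 of the genes called here. The replicate number as a block gave 2068 and 1925, and leaving out 1 library gave 2098 to 2287 higher and 1966 to 2220 lower. Upper-quartile scaling moved the median log2 fold change of all genes to −0.10. Of 2448 comparisons of 175 named genes with their alternatives, 2444 kept direction and side of the threshold and 4, of KMT2B and KDM5A, passed it where they had not; no named gene or list reversed past a threshold. Of 19 pathway lists, 6 passed camera, 0 with an estimated correlation (1 at an unadjusted p under 0.05), 10 with fry and 1 among called genes only. The lists for mitosis, DNA replication, and COMPASS and H3K4 enzymes had no result among called genes only. Of these, mitosis was among the 6 that passed camera. Fry, which asks another question than camera, gave adjusted p = 0.0107 for PI3K-AKT activators and 0.00253 for receptor tyrosine kinases. Genes on in 1 group and off in the other numbered 622 at 0.5 and 5 CPM, 142 at 0 and 10 CPM and 251 to 275 without 1 library, as the thresholds themselves widen or narrow. Falls past the half-life bound numbered 14 with 0.5 counts added, 345 at 4 hours and 6 to 10 without 1 library. Shifted blocks were 42.0% to 50.6% without 1 library, 45.7% with 50 genes per block, 39.8% at 1 CPM and at most 1.1% within a group. Where no cause is named here, the cause was not tested. With 3 libraries per group, 41.4% of simulated genes changed by a log2 fold change of 1 were recovered. Only 200 genes were changed there, against 10338 of 16442 that passed at any fold here, so this share need not hold for these data. Small changes can still be missed.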

Differences from the paper's values

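No test in this part was chosen after the results were seen. Levels were read by eye from Fig. 3D and E, in the label where each gene was higher. They lay within 1.5 times of DESeq2's normalized counts found here. Levels in other figures were not compared. With the main test, no number of changed genes that the paper states differed from the value found here by more than 1.5 times. Among the alternatives set before the data were examined, counts lay below the paper's by more than that with glmTreat (1582 higher and 1296 lower), with a filter of at least 1 CPM in 3 libraries (1592 lower) and among protein-coding genes only (1242 lower). Fig. 3A marks MERTK among the downregulated genes. It had 13, 88 and 1 reads in the libraries labelled DMSO and 4, 0 and 1 in those labelled MI-503, and the filter on low counts left it out of the test. Without that filter its log2 fold change was −4.08 (adjusted p = 3.28e-05 from edgeR), with DESeq2 −4.24 (adjusted p = 0.00305), without DMSO replicate 3 −4.69 (adjusted p = 0.00346) and without MI-503 replicate 1 −5.51 (adjusted p = 0.0433). It did not pass without MI-503 replicate 2 (−3.53, adjusted p = 0.0811) or without MI-503 replicate 3 (−3.91, adjusted p = 0.0777).

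The paper states that expression of ERBB2, RAS, RAF, mTOR and AKT pathways was upregulated, from enrichment of signature sets that were not used here. In lists of pathway members, which are other genes, 9 of 21 RAS-RAF-MAPK activators were higher and 8 lower, and 8 of 23 genes of the mTORC1 and amino acid response were higher and 9 lower. Of 20 PI3K-AKT activators 10 were higher and 6 lower, with an adjusted p of 0.533 from camera and 0.0107 from fry. The paper also states that negative regulators of PI3K, among them tyrosine phosphatases, were downregulated. Of 29 negative regulators of PI3K and AKT 8 were lower and 11 higher, and of 27 protein tyrosine phosphatases 11 were lower and 11 higher. The genes that the paper names for this, PRUNE2, RIPOR2, PTPRG, PTPRR and PTPRM, were all lower here.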

Other observations

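No test in this part was chosen after the results were seen, but TMPRSS2 and JAK1 are named after their values were seen. Of 25 estrogen receptor targets measured, 22 were higher with the MI-503 label, 1 was lower and 2 did not pass the test, also when adjusted over the list alone (median log2 fold change 2.76; camera, adjusted p = 1.24e-07; adjusted p = 0.228 with an estimated correlation). PGR, the progesterone receptor gene, had a log2 fold change of 12.03 and OLFM1 of 11.50. Of 23 genes of cholesterol synthesis and uptake, 19 were higher and 4 did not pass the test (20 higher when adjusted over the list alone; camera, adjusted p = 7.53e-06; adjusted p = 0.722 with an estimated correlation). SQLE, squalene epoxidase, rose from 50.2 ± 12.3 to 429 ± 75.4 CPM (SD, n = 3 each), and MVD, IDI1 and MVK, of the mevalonate pathway, had log2 fold changes of 3.34, 3.48 and 2.43. Of 22 interferon response genes, 17 were higher, 4 were lower and 1 did not pass the test, also when adjusted over the list alone (median log2 fold change 2.06; camera, adjusted p = 0.00289; adjusted p = 0.328 with an estimated correlation). BST2, OAS2, IFIT1 and MX1, antiviral proteins, had log2 fold changes of 6.53, 7.54, 4.50 and 3.01. Of 26 genes of mitosis, 16 were higher, 1 was lower and 9 did not pass the test, also when adjusted over the list alone (camera, adjusted p = 0.00342; adjusted p = 0.756 with an estimated correlation), with the kinesins KIF11 and KIF23, the topoisomerase TOP2A and the spindle factor TPX2 at log2 fold changes of 1.78, 2.11, 1.93 and 1.34. Of 26 lysosomal genes, 15 were higher, 4 were lower and 7 did not pass the test, also when adjusted over the list alone (camera, adjusted p = 0.0257; adjusted p = 0.587 with an estimated correlation), with the cathepsins CTSD, CTSB and CTSA at 3.93, 2.78 and 3.13. Of 19 genes of hypoxia and glycolysis, 11 were lower, 4 were higher and 4 did not pass the test (12 lower and 4 higher when adjusted over the list alone; camera, adjusted p = 0.0245; adjusted p = 0.756 with an estimated correlation). LDHA, lactate dehydrogenase, fell from 1421 ± 139 to 336 ± 34.9 CPM (SD, n = 3 each), and BNIP3 and EGLN3 fell by 2.87 and 5.10 on the log2 scale.

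Of 26 genes of DNA replication, 4 were higher, 5 were lower and 17 did not pass the test, also when adjusted over the list alone (median log2 fold change 0.07, mean −0.05; camera, up, adjusted p = 0.926), with CCNE1, cyclin E1, at −1.82 and CDT1 at 1.01. Of 20 p53 targets, 4 were higher, 5 were lower and 11 did not pass the test, also when adjusted over the list alone (camera, adjusted p = 0.919), with TP53I3 at 5.61 and GDF15 at −4.03. Of 12 mesenchymal markers, 4 were higher, 7 were lower and 1 did not pass the test (camera, adjusted p = 0.307), with COL6A1 at −3.98 and FN1 at −2.03. Of 10 basal breast and squamous markers, 5 were higher, 4 were lower and 1 did not pass the test (camera, adjusted p = 0.812), with CDH3 at 3.55. Of 8 kidney and Mullerian markers, 4 were higher, 3 were lower and 1 did not pass the test (median 1.26, mean 0.02; camera, up, adjusted p = 0.926; fry, down, adjusted p = 0.678), with NDUFA4L2 at −6.60. Of 8 neural markers, 5 were higher, 2 were lower and 1 did not pass the test (camera, adjusted p = 0.593), with GATA2 at −2.90. Of 6 melanocyte markers, 4 were higher, 1 was lower and 1 did not pass the test (camera, adjusted p = 0.503), with MITF at −1.68. Of 4 blood cell markers, 2 were higher and 2 were lower (camera, adjusted p = 0.919), with RUNX1 at 4.55 and LCP1 at −4.28. Of 2 gut, liver and lung markers, SERPINA1 was higher, at 8.97, and VIL1 lower, at −3.73 (camera, adjusted p = 0.919). With fry, which does not compare a list with other genes, the adjusted p was 0.000628 for the neural list, 0.000639 for the melanocyte list, 0.000629 for the gut, liver and lung list, 0.00389 for the mesenchymal list, 0.0048 for the basal list and 0.0048 for the blood cell list. Counts for these 7 marker lists were the same when adjusted over each list alone. Other genes with large differences were the prostate marker TMPRSS2, at 404.5 CPM with the DMSO label and 33.3 CPM with the MI-503 label, and JAK1, at 6.27 and 311 CPM. Library totals did not separate the labels, with 19798053 to 21687991 reads for DMSO and 17404736 to 22168525 for MI-503.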
